# Glial granules contain germline proteins in the *Drosophila* brain, which regulate brain transcriptome

**DOI:** 10.1038/s42003-020-01432-z

**Published:** 2020-11-20

**Authors:** Samuel J. Tindell, Eric C. Rouchka, Alexey L. Arkov

**Keywords:** Organelles, Germline development, Development of the nervous system

## Abstract

Membraneless RNA-protein granules play important roles in many different cell types and organisms. In particular, granules found in germ cells have been used as a paradigm to study large and dynamic granules. These germ granules contain RNA and proteins required for germline development. Here, we unexpectedly identify large granules in specific subtypes of glial cells (“glial granules”) of the adult *Drosophila* brain which contain polypeptides with previously characterized roles in germ cells including scaffold Tudor, Vasa, Polar granule component and Piwi family proteins. Interestingly, our super-resolution microscopy analysis shows that in the glial granules, these proteins form distinct partially overlapping clusters. Furthermore, we show that glial granule scaffold protein Tudor functions in silencing of transposable elements and in small regulatory piRNA biogenesis. Remarkably, our data indicate that the adult brain contains a small population of cells, which express both neuroblast and germ cell proteins. These distinct cells are evolutionarily conserved and expand during aging suggesting the existence of age-dependent signaling. Our work uncovers previously unknown glial granules and indicates the involvement of their components in the regulation of brain transcriptome.

## Abstract (web summary)

Tindell et al. identify glial granules in the adult *Drosophila* brain. The glial granules contain polypeptides known to function in germ cells, including Tudor. They find that Tudor in glial granules silences transposable elements and regulates the biogenesis of piRNA. This study uncovers previously unknown glial granules that regulate brain transcriptome.

## Introduction

Germline (germ) cells give rise to every cell type in the next-generation organism after the union of the egg and sperm^1,2^, and they express specific proteins and RNA that are assembled into large and dynamic membraneless granules referred to as germ granules^3–9^. Components of germ granules are required for germline fate^1,9,10^. In particular, Tudor (Tud) domain-containing proteins perform the molecular scaffold role recruiting other germ cell proteins into germ granules^3^. In fruit fly *Drosophila*, Tud protein is required for embryonic germ cell formation and, accordingly, the embryos laid by *tud* mutant mothers give rise to sterile adults (grandchildless phenotype)^11,12^. Tud protein contains eleven 50–55 amino acid Tud domains, which in germ granules, recognize methylated arginines of Piwi family proteins^1,13–15^. In different animals, Piwi family proteins and their associated small noncoding guide RNAs (Piwi-interacting RNAs, piRNAs) play central role in silencing of transposable elements in the gonad^16,17^. In addition, the founding member of this family, *Drosophila* Piwi protein, was shown to be autonomously required for stem cell maintenance in germline and some somatic stem cells^18,19^.

Although a full-length *tud* cDNA was isolated from the fly’s head in early cDNA collections, potential expression and somatic function of Tud scaffold, presumably, in the adult brain, remained unknown. Here we show that Tud and other germ cell proteins, previously studied for their unique roles in the germline, are expressed in the adult brain, and overall, these germ cell polypeptides assemble in large granules in glia (here referred to as glial granules), contribute to the genome integrity and regulate brain transcriptome. In addition to the localization of germ cell proteins to the glial granules, surprisingly, we identified a distinct population of cells in the adult brain that express both *piwi* and neural stem cell (neuroblast) marker gene, *deadpan* (*dpn*). Our study indicates the roles of genes in the adult brain whose functions have been traditionally viewed as being specific to germ cells.

## Results

### Germ cell gene *Tud* is expressed in glia in the brain

To determine whether Tud is expressed in the brain, we prepared brain protein extracts and were able to detect Tud in the wild-type brain and not in *tud* protein-null mutant (*tud*^1^, hereafter referred to as “*tud* mutant”) with an anti-Tud antibody routinely used to identify Tud expression in the germline^20^ (Supplementary Fig. 1d). However, we could not identify what specific brain cells express Tud in immunohistochemistry experiments, as this antibody gave rise to a high nonspecific background in the immunostained brains (Supplementary Fig. 1e). Therefore, to enable Tud detection in the brain, we tagged endogenous *tud* gene with N-terminal green fluorescent protein (GFP)- and FLAG-tags using CRISPR-Cas9 methodology, and used specific antibodies against the tags in immunostaining experiments (Supplementary Fig. 1a, b). Insertion of the N-terminal tags in *tud* locus did not affect primordial germ cell formation, expression or normal distribution of the protein in the germline (Supplementary Fig. 1c).

Immunostaining of the whole-mount brains with anti-GFP and anti-FLAG antibodies to detect Tud and different brain markers indicated that Tud is expressed in the brain glia labeled with antibody against Reversed polarity (Repo) protein, which is a specific marker for all types of glial cells (Fig. 1a).

**Fig. 1:**
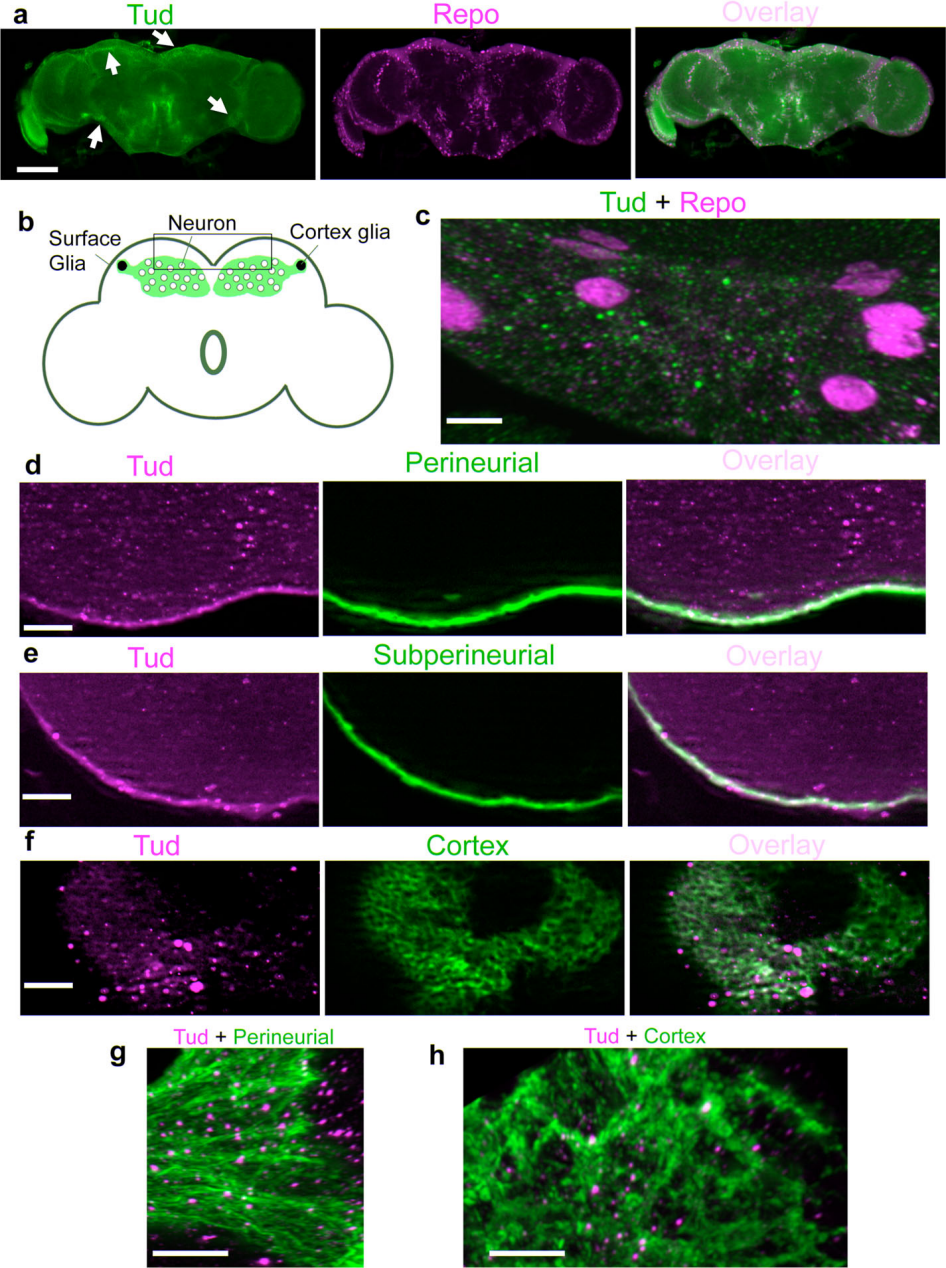
Tudor protein is expressed in perineurial, subperineurial, and cortex glia. **a** GFP-tagged endogenous Tud (green channel) is expressed in glial cells (indicated with arrows, glia nuclei labeled with anti-Repo antibody, magenta) in the adult brains. **b** A diagram of the fly adult brain with surface and cortex glia subtypes indicated. A cortex glial cell envelops multiple neuronal bodies forming a honeycomb-like architecture. Nuclei of two cortex glial cells are shown in black. General area of the central brain imaged in **c**–**h** is indicated with a box. **c** High-magnification super-resolution optical section shows Tud localization (green) to glia (Repo-labeled, magenta). **d**–**f** Low-magnification optical sections show FLAG-tagged Tud localization (magenta) to perineurial (**d**), subperineurial (**e**), and cortex (**f**) glia. Different glia subtypes were labeled with the membrane marker GFP-mCD8 (green). **g**, **h** 3D high-magnification images of Tud granules (magenta) assembled in perineurial (**g**) and cortex (**h**) glia labeled with the membrane marker GFP-mCD8 (green). These images are composites of 186 optical sections (perineurial glia) and 225 sections (cortex glia) obtained with super-resolution confocal microscopy. Scale bars in **a** is 100 μm; in **c** is 5 μm; in **d**–**f** are 20 μm; and in **g**, **h** are 10 μm.

As there are several subtypes of glial cells (Fig. 1), we next asked what specific glial cells express Tud. After crossing FLAG-tagged *tud* into genetic background of the fly lines that label different glial cells with membrane GFP-mCD8 marker, we determined that Tud is expressed in the cytoplasm of surface glia (perineurial glia (PG) and subperineurial glia (SPG)), as well as cortex glia (CG) (Fig. 1d–h and Supplementary Fig. 2). In addition, super-resolution microscopy showed the assembly of Tud into the glial granules (Fig. 1c, g, h).

### Transposable elements are upregulated in *tudor* mutant adult brains

In germline, Tud is required for the assembly of germ granules, which have been implicated in posttranscriptional regulation of germline gene expression, including silencing of transposable elements (retrotransposons)^13,21^. However, Tud role in the brain was not known. Here, using genome-wide RNA sequencing (RNA-seq) approach for *tud* mutant brains, we asked whether *tud* mutant affects the brain transcriptome. In addition, we compared the brain and ovarian transcriptomes of *tud* mutant flies. 

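RNA-seq was performed on female brains, male brains and ovaries of *tud* mutant flies and control flies, with 3 libraries for each of the 6 combinations of tissue and genotype and 18 libraries in total. The control flies, called wild-type in the Results, carried the *tud*1 chromosome over CyO, a rearranged second chromosome that also bears a heat-inducible *hid* transgene marked with *w*+. The mutant flies carried the same *tud*1 chromosome over a deficiency. The authors depleted ribosomal RNA and removed 5S rRNA and tRNA by a size selection, a step on which the values of other short RNAs also depend. The authors mapped the reads to the dm6 assembly with TopHat2 and compared the genotypes with Cuffdiff. The values analysed here were the authors' FPKM for 17288 gene identifiers, and the paper's text does not name the program that wrote them. No identifier named a transposable element, so the transposons were not analysed here. The FPKM of a library added up to between 742402 and 3411767, so the libraries did not share a total. Low FPKM values of a gene lie on whole multiples of the value of 1 fragment, as 77.3 to 83.2% of the low values examined in each library did. From these steps, and if the authors did not rescale the libraries, the number of mapped fragments was estimated. It was 9110000 to 13700000 (median 12700000) in control female brains and 4940000 to 12100000 (median 7990000) in *tud* mutant female brains. In male brains it was 6380000 to 11200000 (median 8550000) in the control and 5940000 to 10700000 (median 8140000) in the *tud* mutant. The ovaries were sequenced more deeply, with 19700000 to 27600000 (median 24800000) in the control and 21700000 to 24200000 (median 22800000) in the *tud* mutant. All 35 mitochondrial genes in the table were at 0 in every library, so a gene at 0 is reported here only as listed at 0. Genotypes were compared with limma on log2(FPKM + 1), a scale that understates the change of genes with low values, among genes with a mean FPKM of at least 1. The 12 brain libraries were fitted as 4 groups of genotype and sex, with the brain difference as the mean of the female and male differences, and the 6 ovary libraries were fitted on their own. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were counted as DE.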

For these and all other experiments reported below, fly brains were carefully dissected by hand to exclude any cross-contamination from the germline-containing tissues (ovaries and testes). We found that 62 transposable elements were upregulated in *tud* mutant brains. Also, 21 transposable elements were upregulated in *tud* mutant ovaries (Fig. 2a and Supplementary Fig. 3), demonstrating that a Tud function in the brain is to silence transposable elements.

**Fig. 2:**
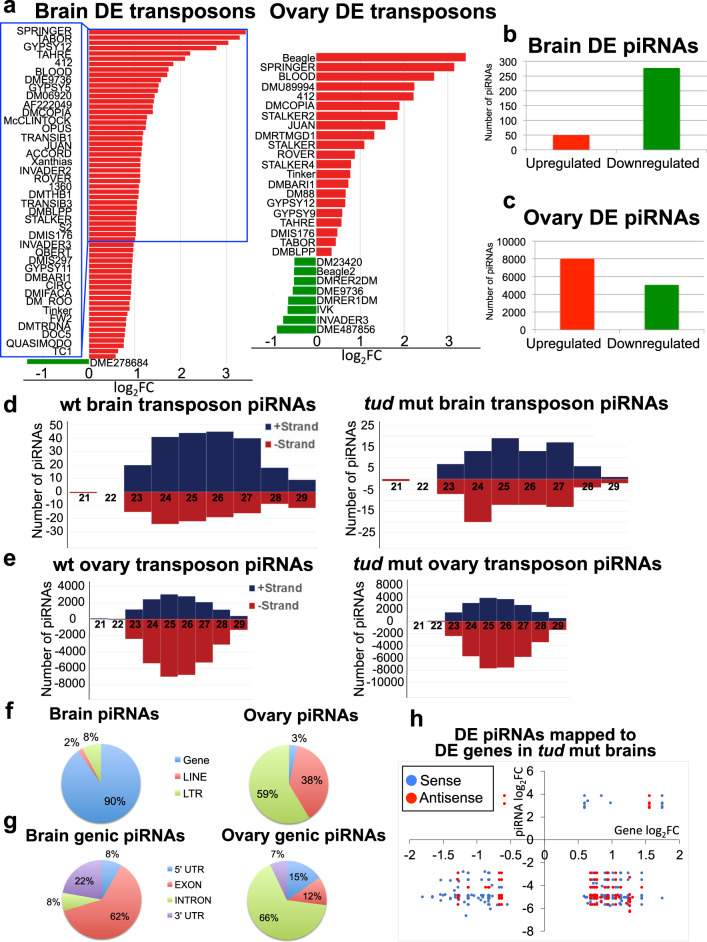
Transposable elements, non-transposon genes, and piRNAs are affected in *tud* mutant brains. **a** Many transposable elements are upregulated in *tud* mutant brains (left panel) and, to a lesser extent, in the ovaries (right panel). For the brain, the names of transposable elements differentially expressed (DE) in *tud* mutants more than twofold are listed, and for the ovaries, all DE transposable elements are listed (complete list of DE transposons is included in Supplementary Fig. 3). *X*-axis shows log_2_ values of changes in the levels of transposable elements in *tud* mutants vs. wild-type (wt; fold change, FC). Although most transposable elements are upregulated (red bars), some transposons are downregulated (green bars) in *tud* mutants, *p* < 0.05 (source data are included in Supplementary Data 3). **b** In *tud* mutant brains, most piRNAs are downregulated. **c** In *tud* mutant ovaries, somewhat more piRNAs are upregulated than downregulated. **d** Tud functions in the brain to maintain sense piRNA bias. piRNAs were mapped to either “+” or “–” strand of transposons in wt (left panel), and *tud* mutant (right panel) brains. Lengths of piRNAs are indicated on X-axis and their corresponding numbers are shown on *Y*-axis. Wt brain piRNAs show sense (+ strand) bias, which is completely eliminated in *tud* mutants. **e** Wt ovarian piRNAs’ antisense bias (left) is not affected in *tud* mutant ovaries (right). **f** Most of wt brain piRNAs are mapping to non-transposon genes, whereas the majority of wt ovarian piRNAs are mapping to transposable elements. Pie charts show percentage distribution of wt piRNAs mapped to non-transposon genes or LTR and LINE transposable elements. Also, small fraction of piRNAs was mapped to satellite DNA in the brain and ovary, 0.2% and 2.3% respectively. **g** wt brain piRNAs mapped to non-transposon genes (genic piRNAs) preferentially localize to exons and 3′-UTRs but in the ovaries, genic piRNAs preferentially localize to introns. **h** In *tud* mutant brains, most antisense piRNAs, which localize to DE genes, are downregulated and map to upregulated genes. Plots show log_2_FC values for DE genes (*X*-axis) vs. those for DE piRNAs (*Y*-axis) that map to these DE genes in *tud* mutant brains (source data are included in Supplementary Data 3).

In the germline, transposable elements are silenced by Piwi proteins associated with small guide RNAs (piRNAs)^16,17^. Therefore, using small RNA deep-sequencing approach and rigorous filtering of piRNAs from piRNA database (piRBase)^22^ to exclude RNAs mapping to tRNAs, rRNAs, snRNAs and snoRNAs, we identified 5590 piRNAs (found with a minimum count of 10 sequences for each piRNA) expressed in the wild-type brains. Using the same approach, we identified the 77,388 most abundant piRNAs in the wild-type fly ovaries.

piRNAs from the wild-type and *tud* mutant brains were compared, and 326 differentially expressed (DE) piRNAs were identified. Strikingly, the majority (85%) of the DE piRNAs were downregulated in *tud* mutant brains (*p* < 0.01) (Fig. 2b, Supplementary Fig. 4, and Supplementary Data 1).

Quite contrary to the detection of mostly downregulated piRNAs in *tud* mutant brains, *tud* mutant ovaries had somewhat less downregulated than upregulated piRNAs compared to the wild-type ovaries, 39% and 61%, respectively (13,099 ovarian DE piRNAs were identified) (Fig. 2c, Supplementary Fig. 4, and Supplementary Data 2), indicating that although Tud is involved in piRNA biogenesis in both brain and germ cells, there are distinct differences in how it regulates piRNA production in the brain and germline. Although piRNAs play a crucial role in silencing of transposable elements in germline^16,17^, the observed differences between DE piRNAs in the brain and ovary in *tud* mutant might be expected based on the differences in development and function of these organs and suggest that, in addition to transposable elements, brain piRNAs may help to regulate brain non-transposon genes.

To explore the Tud-dependent mechanisms in piRNA production in the brain and ovary in more detail, we analyzed the population of piRNAs mapped to transposable elements in both tissues. In the wild-type brains, we detected more piRNAs mapped to sense strands of transposable elements than the antisense piRNAs (Fig. 2d), which was very different from piRNAs mapping to transposons in the wild-type ovary that showed the reverse (antisense) piRNA bias (Fig. 2e).

Next, we asked whether Tud plays a role in the maintenance of these transposon piRNA biases in the brain and ovary. Remarkably, in the *tud* mutant brains, the sense piRNA bias was eliminated demonstrating that Tud functions in the brain to maintain the bias toward transposon sense piRNAs (Discussion). Contrary to the brain piRNAs and similar to the wild-type ovaries, *tud* mutant ovaries showed strong antisense transposon piRNA bias (Fig. 2d, e).

### Tud regulates brain transcriptome

Comparison of piRNAs in the wild-type brain and ovaries highlighted the striking difference between these two piRNA populations. In particular, 10% of brain piRNAs were mapped to transposable elements and the majority of brain piRNAs was mapped to non-transposon genes (Fig. 2f). In a stark contrast, in the ovaries, about 90% of piRNAs were mapped to transposable elements and only about 3% of the piRNAs was mapped to the genes (Fig. 2f). This distribution of piRNAs was not affected in *tud* mutant brains and ovaries. As the majority of brain piRNAs was mapped to the genes (genic piRNAs), we analyzed their distribution within the genes in more detail.

The majority of brain genic piRNAs were mapping to exons and 3′-untranslated regions (3′-UTRs) (62% and 22%, respectively, Fig. 2g). Contrary to that, most of the ovarian genic piRNAs were mapping to introns (66%), and piRNAs mapping to exons and 3′-UTR constituted the least abundant class of ovarian genic piRNAs (12 and 7% respectively). Genic piRNAs from *tud* mutant brain and ovaries showed similar distribution within the gene regions as their respective wild-type controls.

The relative abundance of genic piRNAs in the brain suggested that in addition to the transposable elements, non-transposon genes might be regulated by the piRNA-dependent mechanisms. Consistent with this hypothesis, similarly to the total brain piRNAs, ~90% piRNAs DE in *tud* mutant brains mapped to non-transposon genes with the majority of those mapping to exons (61%) and 3′-UTRs (19%) (Supplementary Fig. 4). Therefore, we asked whether Tud function in the brain may contribute to the regulation of the non-transposon transcriptome in the brain. In addition, given gender-specific behavioral aspects in flies, such as courtship behavior, and thereby potentially different gender-specific outcomes of Tud-regulated gene expression in the brain, we dissected female and male brains separately and analyzed their transcriptomes and compared those with ovarian transcriptome in *tud* mutant background using RNA-seq approach.

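The sex of the dissected flies was visible in each brain library. The yolk protein gene *Yp1* was listed at 638 to 2674 FPKM in the 6 female brain libraries and at 0.461 to 13.5 FPKM in the 6 male brain libraries. The noncoding RNA *roX1*, which acts in male dosage compensation, was listed at 3.53 to 16.2 FPKM in female brains and at 223 to 1111 FPKM in male brains. A second RNA of the same complex, *roX2*, was listed at 10.2 to 32.6 FPKM in female brains and at 11620 to 18620 FPKM in 5 male brain libraries, but at 378 FPKM in control male brain replicate 2. That library also lay farthest from the others of its tissue. Its median correlation with the other brain libraries, across genes that are not independent of each other, was 0.836, against 0.899 to 0.946 for each of the others. In the same library, 193 genes of small nucleolar RNAs were lower than in the other male brains, with a median log2 difference of −3.07, and 76 of them were listed at 0, against a median of 20 in the other male brains. Whether the size selection differed in this library was not tested. Replicates differed less in the ovary, where the median correlation was 0.964 to 0.971. The median residual standard deviation of a gene on the log2 scale was 0.335 in the brain fit and 0.108 in the ovary fit.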

We found that in *tud* mutant brains, there were 1749 DE genes (836 up- and 913 downregulated compared to the wild-type brains, false discovery rate (FDR) ≤ 0.05), which was substantially more than the number of genes DE in *tud* mutant ovaries (436 including 253 up- and 183 downregulated compared to the wild-type ovaries, FDR ≤ 0.05), indicating that Tud plays a more significant role in the regulation of non-transposon transcriptome in the brain than in the ovary. 

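Of 10689 genes tested in the brain, 2666 were DE in *tud* mutants (1516 up- and 1150 downregulated). Of 8254 genes tested in the ovary, 338 were DE (210 up- and 128 downregulated). The brain number depended on single libraries and ranged from 382 without *tud* mutant male brain replicate 1 to 4168 without control male brain replicate 1. Across the 6 ovary fits that each left out 1 library, 157 to 292 genes were DE. At an adjusted p of 0.01 or less, 145 genes were DE in the brain and 145 in the ovary. The brain fit held 12 libraries and the ovary fit 6, and with the 6 libraries of each sex fitted alone, 18 genes were DE in female brains and 31 in male brains. Requiring a gene to be DE in each sex in the same direction moved the brain number most, to 31. Upregulated genes made up 56.9% of the DE genes in the brain, but 44.1% after quantile normalization, which shifted the median log2 fold change of all tested genes from 0.07 to −0.04. Among all genes tested in the ovary, every *tud* mutant library lay on the same side of every control library for 2036 (24.7%, where chance gives 10%), and 338 of these were DE. In the brain this held within each sex, on the same side in both, for 2033 genes (19.0%, where chance gives 0.5%), and 1771 of these were DE. Of 7747 genes tested in both tissues, 91 were DE in both, with 71.7 expected by chance, and 84 of these changed in the same direction. Among DE genes of the brain with every *tud* mutant library on the same side of every control library of its sex, the largest rises were those of *snoRNA:Psi18S-525c* (FBgn0083036, chromosome arm 2L, 20418834 to 20418967), listed at 0 in all 6 controls and at 438 to 2494 FPKM in the mutants, and of *mir-100* (FBgn0262463), listed at 0 in the controls and at 546 to 785 FPKM in the mutants. Both genes are shorter than 300 nucleotides, a class in which 6 genes at 0 in every library of one control sex reached at least 10 FPKM in every library of the other. Next came FBgn0028904, an identifier without a symbol in the annotation, with a log2 fold change of 3.99 (standard error 0.15, adjusted p = 7.59e-08), *lncRNA:CRG* with 3.73 (not past the threshold without *tud* mutant male brain replicate 1) and *Sfp33A4* with 3.67. *Sfp33A4* is also shorter than 300 nucleotides. In limma's separate contrasts it passed the threshold in male brains (adjusted p = 0.0386) but not in female brains (adjusted p = 0.134). The largest fall among these genes was that of *Cyp6a17* (FBgn0015714, chromosome arm 2R, 14873953 to 14875739), from 56.5 ± 6.13 to 0.959 ± 0.585 FPKM (SD, n = 3) in female brains and from 53.1 ± 16.5 to 0.655 ± 0.219 FPKM in male brains. Its log2 fold change was −4.96 (standard error 0.19, adjusted p = 7.59e-08) in the brain and −2.98 (standard error 0.14, adjusted p = 0.00012) in the ovary. The *lncRNA:CR44701* followed with −4.61, then *Drl-2* with −3.44, *CG13325* with −2.96 and *Cyp6a2* with −2.65. All of these falling genes, *Cyp6a17* included, lie on the second chromosome. Of the rising genes with a position, *lncRNA:CRG* lies on 3R and the rest on 2L. On the second chromosome the control has CyO and the mutant has the deficiency. An effect of that background on these genes cannot be told apart from the loss of Tud. In the ovary, *RpS10a* (FBgn0027494) rose from 0.126 ± 0.0513 to 71.2 ± 4.43 FPKM, a log2 fold change of 6.00 (standard error 0.08, adjusted p = 1.93e-07), ahead of *snoRNA:Psi18S-525c* with 5.91, *SkpC* with 5.15, *tut* with 4.44 and *CG42854* with 3.83. The largest falls in the ovary were those of *lncRNA:CR44701* with −4.69, *Cyp6a17*, *tud* itself with −2.44, *lncRNA:CR45454* with −2.26 and *mir-956*, which is shorter than 300 nucleotides and was listed at 0 in all 3 mutants. All of these but *mir-956* also lie on the second chromosome, whereas *RpS10a*, *SkpC*, *tut* and *CG42854* lie elsewhere. From the larger number of DE genes in the brain than in the ovary, the paper concludes that Tud has a greater part in regulating non-transposon transcripts in the brain.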

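The Gene Ontology and KEGG terms were not used here, and 6 lists of genes, chosen by their symbols, stood for translation, metabolism, synaptic transmission and the piRNA pathway. The 78 genes of cytosolic ribosomal proteins had a median log2 fold change of −0.80 in *tud* mutant brains, 73 of them were lower, and the list had an adjusted p of 3.94e-15 in limma's camera test with a preset correlation of 0.01. Of these genes, 36 were DE over all genes tested and 45 when adjusted over the list alone, all of the 36 downregulated. *RpS9* (FBgn0010408), for example, fell from 1492 ± 258 to 773 ± 438 FPKM (SD, n = 3) in female brains and from 3477 ± 1990 to 886 ± 327 FPKM in male brains, with a log2 fold change of −1.51 (standard error 0.38, adjusted p = 0.0231). For 70 genes of mitochondrial ribosomal proteins the median was −0.37 (adjusted p = 1.33e-10), with 28 DE over all genes and 33 when adjusted over the list alone. For 76 genes of oxidative phosphorylation it was −0.37 (adjusted p = 2.73e-08), with 28 and 32 DE genes. *ND-75* (FBgn0017566) had a log2 fold change of −1.37 (standard error 0.28, adjusted p = 0.0156). The 25 genes of glycolysis and the TCA cycle had a median of −0.38 (adjusted p = 0.000101), with 10 and 12 DE genes, among them *Eno* (FBgn0000579) with a log2 fold change of −0.78 (standard error 0.20, adjusted p = 0.025). The 69 genes of synaptic transmission rose, with a median of 0.60 (adjusted p = 5.67e-08), 61 of them higher, and 33 and 41 DE genes. *Syt1* (FBgn0004242) rose from 106 ± 50.1 to 253 ± 55.0 FPKM in female brains and from 108 ± 61.6 to 278 ± 7.42 FPKM in male brains, a log2 fold change of 1.42 (standard error 0.29, adjusted p = 0.0159), whereas *brp* (FBgn0259246) had 0.18 (standard error 0.14, adjusted p = 0.354). The 22 genes of the piRNA pathway had a median of 0.29 (adjusted p = 0.0108), with 9 and 13 DE genes. These directions held in each of the 12 fits that left out 1 brain library and after quantile normalization, where the ribosomal median was −0.56. All 6 lists passed the threshold with limma's fry test (adjusted p from 0.00105 to 0.0273), and none did when camera estimated the correlation between the genes of a list (adjusted p = 0.243 for each, with an unadjusted p from 0.127 to 0.243). Long genes as a class were higher in *tud* mutant brains, with a median of 0.40 among 896 protein-coding genes that span at least 20 kb and −0.06 among 6403 that span less than 5 kb. Against 10000 draws of other genes matched on span, the synaptic median of 0.60 exceeded the highest draw, 0.53, and the ribosomal median lay below the lowest, −0.32. Lists of marker genes of neurons (median 0.84, with 3 of 7 genes also in the synaptic list) and eye photoreceptors (1.02) rose in the same libraries. A larger share of these cells in the mutant brains cannot be told apart from a change of the gene lists within cells.

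**Figure D1:**
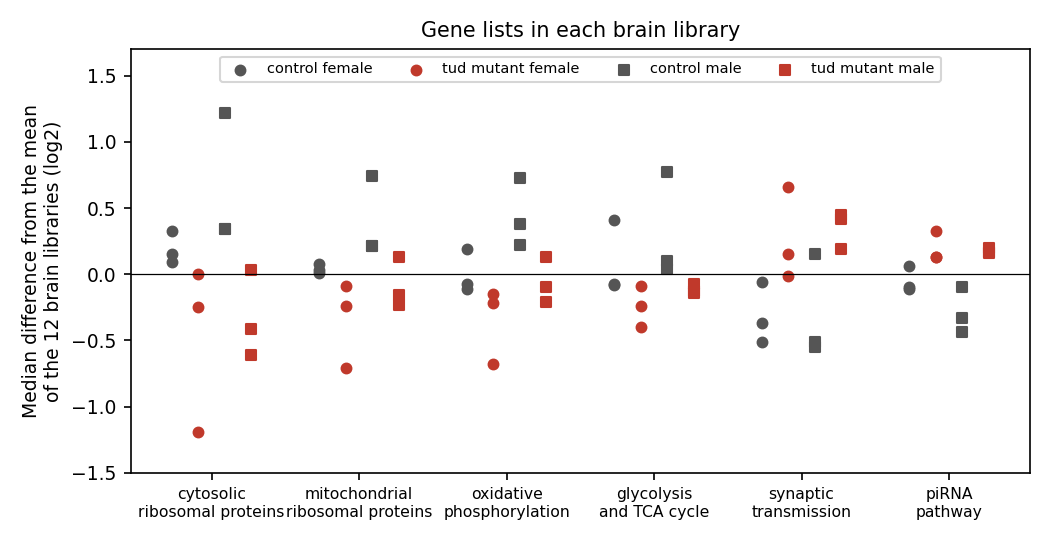
Median log2 difference of each gene list from the mean of the 12 brain libraries (vertical axis), with 1 point per library for control and *tud* mutant brains of each sex. The mean of the *tud* mutant libraries lies below that of the controls for the first 4 lists and above it for synaptic transmission and the piRNA pathway, with a mutant minus control difference in means of −0.82 for ribosomal proteins and 0.62 for synaptic transmission.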

Importantly, genes related to translation, metabolism, and synaptic transmission were DE in *tud* mutant brains based on Gene Ontology and Kyoto Encyclopedia of Genes and Genomes statistically enriched terms (Supplementary Fig. 5). There were some notable differences between DE genes in female and male mutant brains. In particular, contrary to males, mutant females showed highly significant upregulation of *Neuropeptide-like precursor 4* (*nplp4*) and *target of brain insulin* (*tobi*) genes (*p* = 5 × 10^−5^). 

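As separate contrasts of the same 12 libraries, 36 genes were DE in female brains (22 up- and 14 downregulated) and 132 in male brains (73 up- and 59 downregulated). Of these, 31 were DE in both sexes, with 0.4 expected by chance, and all 31 changed in the same direction. When the difference between the female and the male change was itself tested, 2 of 10689 genes passed the threshold and 137 had an unadjusted p under 0.05. The *snoRNA:U31:54Ed* (FBgn0063378, chromosome arm 2R, 17702411 to 17702477) was listed at 197, 298 and 275 FPKM in control female brains and at 0 in every other brain library. The other, *mir-4956* (FBgn0263563, chromosome X, 7085737 to 7085853, within *Sxl*), was listed at 44.2, 87.1 and 73.7 FPKM in control male brains and at 0 in every other brain library. Both belong to the genes shorter than 300 nucleotides that can be listed at 0 throughout a group. When either of 2 alternatives chosen after seeing the data was used, protein-coding genes only or values with the gene length trend of each library removed, no gene passed, with 99 and 156 genes at an unadjusted p under 0.05. Single libraries decided the number in male brains, which was 29 without *tud* mutant male brain replicate 1 and 3381 without control male brain replicate 1. The female number was 19 without *tud* mutant female brain replicate 3 and 168 without control male brain replicate 2, because the groups share 1 estimate of the spread.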

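*Nplp4* (FBgn0040717, chromosome arm 2L, 2008414 to 2009072) had a mean below 1 FPKM in the brain and was fitted without the filter on low values. It was listed at 0 in all 3 control female brains and at 3.76, 1.24 and 3.53 FPKM in *tud* mutant female brains, a log2 fold change of 1.87 (standard error 0.27, adjusted p = 0.0189). In male brains it was listed at 0, 0 and 0.579 FPKM in the control and at 0.255, 0.334 and 0.463 FPKM in the *tud* mutant, a log2 fold change of 0.21 (standard error 0.27, adjusted p = 0.647). The female change of *Nplp4* was not past the threshold in 5 of the 12 fits that left out 1 brain library (adjusted p of up to 0.102). *tobi* (FBgn0261575, chromosome arm 3R, 25344761 to 25346921, overlapping *rha*) rose from 0.563 ± 0.0921 to 7.93 ± 1.48 FPKM (SD, n = 3) in female brains, a log2 fold change of 2.50 (standard error 0.30, adjusted p = 0.00489). In male brains *tobi* rose from 0.415 ± 0.351 to 2.49 ± 1.23 FPKM, a log2 fold change of 1.26 (standard error 0.30, adjusted p = 0.065), and all 3 mutant libraries lay above every control library. The ratio of the mean FPKM of *tobi* was 14.1 in female and 6.0 in male brains. Without *tud* mutant male brain replicate 2, the male change of *tobi* was 1.59 and past the threshold (adjusted p = 0.0466), as it was without control male brain replicate 1 (1.21, adjusted p = 0.0259) and without *tud* mutant female brain replicate 2 (adjusted p = 0.0414). In a two-sided exact permutation test on FPKM, p was 0.1 for both genes in female brains and for *tobi* in male brains, the smallest p that 3 libraries against 3 allow, and 0.4 for *Nplp4* in male brains. The female log2 fold change exceeded the male one by 1.65 (standard error 0.38) for *Nplp4* and by 1.24 (standard error 0.43) for *tobi*. For these differences limma's unadjusted p was 0.00138 and 0.0143, the adjusted p over all genes tested was 0.9997 for each, and the p adjusted over the list alone was 0.00276 and 0.0143. The paper chose both genes on these libraries, so the values adjusted over the list alone are not independent evidence. With a pseudocount of 0.1, the difference of *tobi* was 1.19 and no longer passed (p adjusted over the list alone = 0.153).

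**Figure D2:**
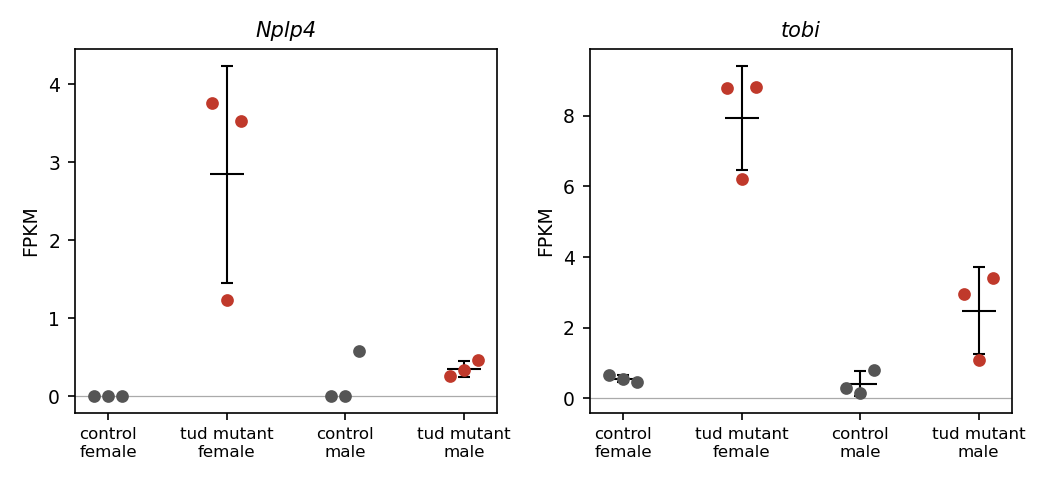
FPKM of *Nplp4* (left) and *tobi* (right) in the 12 brain libraries, with 1 point per library; bars show the mean and SD of 3 libraries where none is listed at 0. The *tud* mutant female libraries lie between 1.24 and 3.76 FPKM for *Nplp4* and between 6.22 and 8.79 FPKM for *tobi*, above every control, and the *tud* mutant male libraries lie between 1.09 and 3.41 FPKM for *tobi*.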

Neuropeptides and insulin signaling have been implicated in multiple aspects of sex-specific behavior and physiology including mating and reproduction^23,24^, and, as our data indicate, brain-expressed Tud may partially contribute to these processes in *Drosophila*. Interestingly, a recent study also showed the upregulation of *tobi* in the fly heads in response to the accumulation of β-amyloid peptide (Aβ) in the Alzheimer’s disease *Drosophila* model^25^.

Further analysis of DE genic piRNAs, which map to DE genes in *tud* mutant brains, showed that the majority of downregulated antisense piRNAs map to upregulated genes (Fig. 2h), supporting the mechanism of gene regulation by antisense piRNAs, controlled by Tud.

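The 335 pairs of a DE gene and a DE piRNA in Supplementary Data 3c name 98 genes, of which 90 were matched to the expression table, 77 by symbol and 13 by a synonym. The piRNA values in these pairs are the paper's, from another experiment. All 90 genes changed here in the direction that the paper gives, 52 up and 38 down, and 72 were DE at the threshold (47 up- and 25 downregulated). The paper chose these genes as DE on the same libraries, so this match is not independent evidence. The number of DE genes depended on single libraries, with 14 without *tud* mutant male brain replicate 1, 17 without control female brain replicate 3, 24 without *tud* mutant male brain replicate 2, 30 without control female brain replicate 2, 44 without *tud* mutant female brain replicate 2, 45 without control male brain replicate 3 and 59 to 80 in the other fits that left out 1 library. The other 18 had an adjusted p from 0.0556 to 0.228. The log2 ratio of the mean FPKM of the brains differed from the paper's fold change by 0.032 to 0.081. A downregulated antisense piRNA was paired with 36 of the 90 genes, and 28 of these (77.8%) were higher in *tud* mutant brains. Of the 54 genes without such a piRNA, 24 (44.4%) were higher (two-sided Fisher's exact test, p = 0.0022). Many of the lower genes among these 54 code for cytosolic ribosomal proteins, which fell together and were paired with sense piRNAs only. Among them are *RpL8* (−1.67), *RpL4* (−1.32) and *RpS2* (−1.31). The comparison was not repeated without them, so it cannot tell an effect of antisense piRNAs from the ribosomal fall. Among the 72 genes past the threshold, the shares were 79.3% of 29 and 55.8% of 43 (two-sided Fisher's exact test, p = 0.047). The genes are not independent of each other, since 21 distinct piRNA values lie behind the 106 pairs with a downregulated antisense piRNA and up to 16 genes share a value. Genes with such a piRNA were long, with a median span of 47.0 kb against 4.6 kb for the others. Among other DE genes of the brain matched to the 29 on span, a median of 86.2% were higher, and 8891 of 10000 draws gave a share of at least 79.3%. The paper takes the majority of downregulated antisense piRNAs that map to upregulated genes as support for gene regulation by antisense piRNAs under the control of Tud. It proposes that such piRNAs target brain genes.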

### Germ-like glial granules

Tud is assembled into cytoplasmic germ granules. Germ granules include nuage (around nurse cell nuclei in developing egg chamber) and polar granules (in the posterior of fly oocytes and embryos) in a specialized cytoplasm referred to as germ plasm^20^. Germ plasm is necessary and sufficient for the formation of primordial germ cells since they ectopically form in the opposite (anterior) pole after transplanting the germ plasm material there and polar granule components (Pgcs) are required for germ cell development^26,27^. In addition to Tud, germ granules include Vasa (Vas), Pgc, and Piwi family proteins such as Ago3 and Piwi. Interestingly, using super-resolution microscopy imaging, we detected polar granule-like Tud particles in glia (Fig. 1c, g, h) and, depending on a given protein, 18–49% of these glial Tud granules also contained Vas, Pgc, Ago3, and Piwi (141–287 glial granules were analyzed for each protein, Fig. 3, close-up super-resolution microscopy data are shown in Fig. 3e–i, Supplementary Figs. 6 and 7, and Supplementary Movies 1 and 2). To the best of our knowledge, this is the first evidence of polar granule-like structures in glia, which is consistent with their role in posttranscriptional control of gene expression and Tud function in transposon silencing, piRNA biogenesis and transcriptome regulation in the brain shown in this work.

**Fig. 3:**
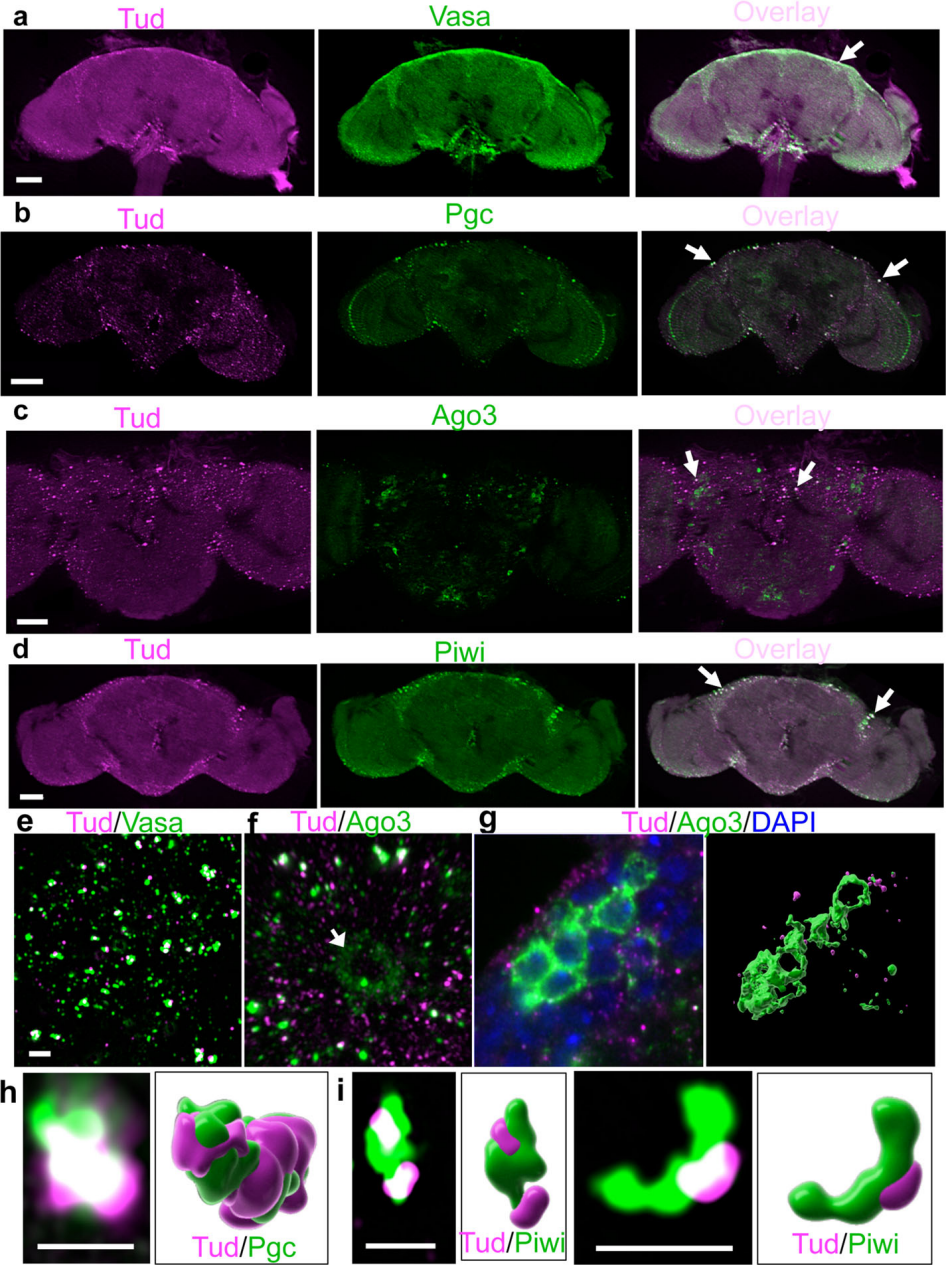
Vasa, Polar granule component, Ago3, and Piwi colocalize with Tudor in glial granules. **a**–**d** Optical sections of the adult brains immunostained with anti-FLAG antibody to label Tud (magenta) and Vasa (**a**), Pgc (**b**), Ago3 (**c**), and Piwi (**d**) (green) show the localization of all these proteins in glia. Arrows point to colocalized foci. **e**, **f** Super-resolution images with Tud and Vas (**e**) and Ago3 (**f**, Supplementary Movie 1) glial granules. In addition to glia, Ago3 is expressed in neurons which do not express Tud (a neuronal cell body is indicated with an arrow (**f**)). **g** In neurons, Ago3 is frequently expressed in the cytoplasm of several neuronal cell bodies clustered in the cortex glia (green) with a characteristic “honeycomb” appearance (super-resolution optical section, left panel). Right panel shows 3D reconstruction of the Ago3-positive neurons (green) and Tud glial granules (magenta) corresponding to the left image. **h**, **i** Super-resolution optical sections and corresponding 3D reconstructions of Tud/Pgc (**h**, Supplementary Movie 2) and Tud/Piwi (**i**) individual glial granules (Tud and Pgc/Piwi are labeled with magenta and green respectively). Scale bar in **a**, **b**, **d**, and **c** is 50 μm and 40 μm, respectively; 2 μm scale bar in **e** is the same for **f** and **g**. Scale bar in **h** and **i** is 2 μm.

In addition to being assembled in glial granules, unexpectedly, Ago3 was frequently found in the cytoplasm of some neurons clustered together in CG forming the “honeycomb”-like architecture (Fig. 3f, g and Supplementary Movies 3 and 4), suggesting a previously unknown role of Ago3 in the cell bodies of a subset of neurons. Importantly, although Tud and Ago3 are found in the same granules in glia (Fig. 3f, Supplementary Fig. 7b, and Supplementary Movie 1), Tud was never detected in the Ago3-positive neuronal bodies embedded in the CG, consistent with glia-specific expression of Tud (Fig. 3f, g).

### Adult brain contains Piwi- and Dpn-expressing cells, which are embedded in CG and expand during aging

From the detailed imaging experiments described above, which showed Tud and Piwi in glial granules, we also noticed a very small number of specific cells that expressed Piwi but not Tud in the upper middle part of the adult brain (Fig. 4a). These Piwi-positive cells are usually found symmetrically located on dorsal side in both halves of the middle brain at a distance of ~150 μm from each other and Piwi is exclusively cytoplasmic. As Piwi has been shown to be autonomously required for stem cell maintenance in both germline and soma^18,19^, we hypothesized that these cells might be a resident stem cell population in the adult brain. Therefore, we co-stained these cells with Piwi and a pan-neuroblast-specific marker Dpn, and, consistent with our hypothesis, we found that both Piwi and Dpn specifically colocalize in these cells (Fig. 4b). Although Dpn is a nuclear protein in neuroblasts, in these Piwi-positive cells Dpn is localized to the cytoplasm. The finding of the Piwi/Dpn-expressing cells in the adult brain was unexpected. Furthermore, we determined that genomic GFP-tagged Piwi transgene^28^ is also expressed in these specific brain cells and colocalized with Dpn, thereby providing another line of evidence for our identification of the Piwi/Dpn-expressing cells in the brain (Supplementary Fig. 8).

**Fig. 4:**
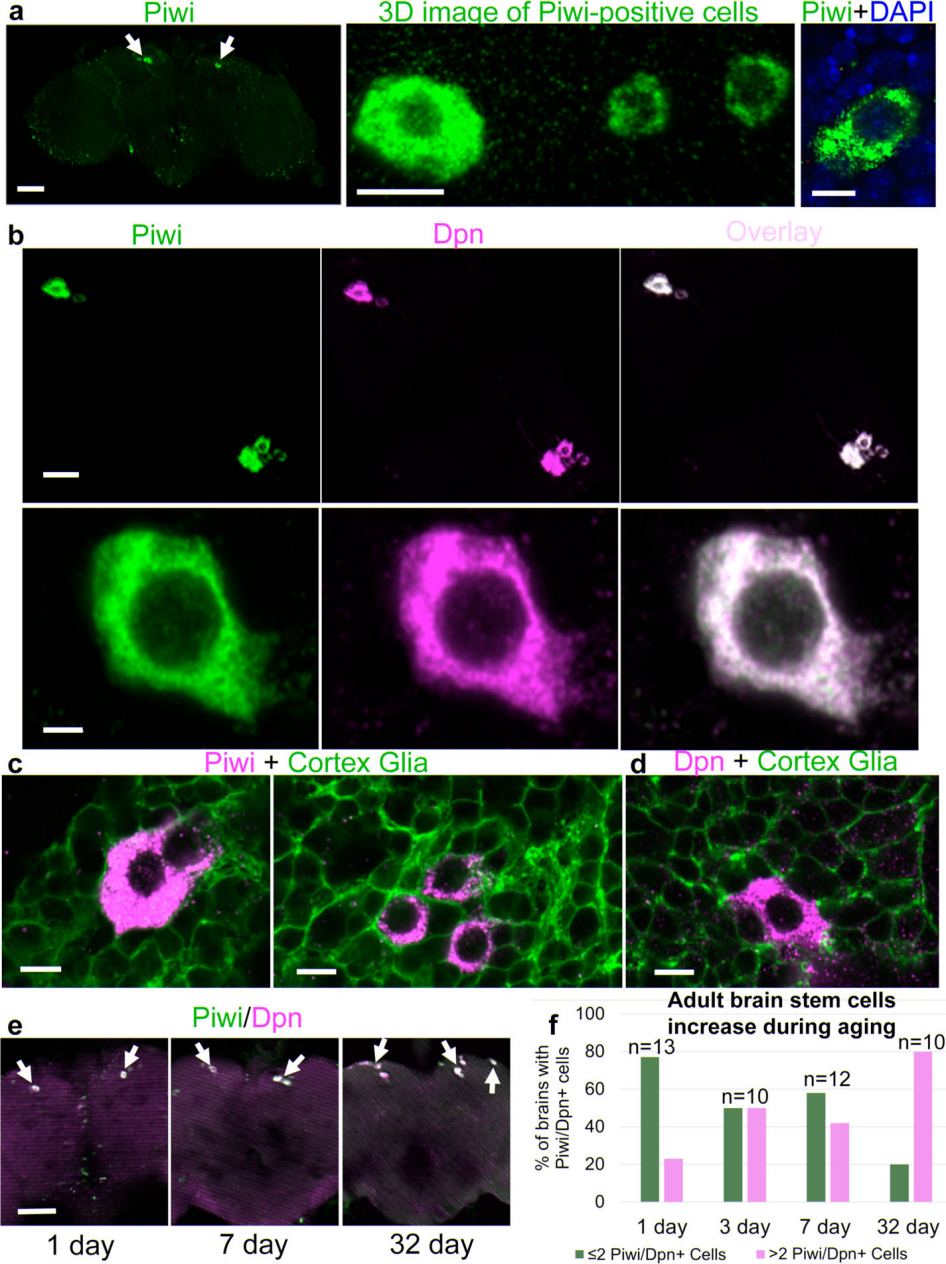
Population of Piwi/Dpn-expressing cells in the cortex glia of the adult brain expands during aging. **a** Left panel, an optical section of the whole brain showing symmetrically located Piwi-expressing cells (arrows). Frequently, Piwi-positive cells are heterogeneous in size and Piwi-expression levels and clustered together in each half of the brain (middle panel). Piwi is exclusively cytoplasmic (right panel). **b** Co-staining of brains with anti-Piwi (green channel) and anti-Dpn (magenta) antibodies shows colocalization of both proteins in the cells. The images are optical sections obtained with the super-resolution confocal microscopy. The top panels for each channel were generated from six tiles, individually imaged with super-resolution microscopy, to show all cells in a single brain. The bottom panels show super-resolution microscopy images of Piwi and Dpn colocalizing in a single cell. **c**, **d** Piwi (**c**) and Dpn (**d**)-positive cells (magenta) are enveloped by cortex glia labeled with membrane marker GFP-mCD8 (green). **e** The number of Piwi-(green) and Dpn-(magenta)-expressing cells (indicated with arrows) is increased in aging brains (overlay images of brains at a specified age are shown). **f** Percentage of brains with Piwi/Dpn-positive cells with two or less cells (green bars) and more than two cells (magenta bars) are shown for four different ages. Number of brains counted for each age is indicated above the bars. Scale bar in **a** (left panel) is 50 μm, **a** (middle panel) 10 μm, **a** (right panel) 5 μm, **b** (top panels) 20 μm, **b** (bottom panels) 2 μm, **c** and **d** 5 μm, and **e** 50 μm.

Next, we analyzed the location of these Piwi/Dpn-positive (+) cells in more detail. In particular, we tested where these Piwi/Dpn+ cells are situated in relation to glia. We found that these cells are embedded in CG as shown with the CG-specific membrane marker GFP-mCD8 and anti-Piwi/-Dpn antibodies co-labeling experiments (Fig. 4c, d).

What may be a role of these Piwi/Dpn+ cells in the adult brain? We proposed that these cells might be required to replenish the population of non-functional neurons and glial cells during normal aging. If true, then one would expect to see an increase in the number of these cells during aging as a response to the need to replace the aging brain cells. Therefore, we immunostained brains at different ages (from 1, 3, 7, and 32-day-old flies) with anti-Piwi and anti-Dpn antibodies and found a substantial increase in the number of Piwi/Dpn+ cells during aging. In particular, the majority of 1-day-old brains show only 2 Piwi/Dpn+ cells (9 out of 13 brains counted), whereas the majority of the 32-day-old brains have 4–9 cells (6 out of 10 brains counted) (Fig. 4e, f).

Next, we explored whether the presence of these Piwi/Dpn+ cells is evolutionarily conserved. To this end, we immunostained brains from other *Drosophila* species, which have been diverging from their common ancestor for estimated 25–55 million years^29,30^ (*Drosophila* *simulans*, *Drosophila* *yakuba*, and *Drosophila* *pseudoobscura*), with anti-Piwi and anti-Dpn antibodies. Similar to *D. melanogaster*, in all the other species, the Piwi/Dpn+ cells were found (Supplementary Fig. 9). Interestingly, in *D. yakuba*, these cells are observed not only on the dorsal side as seen in other *Drosophila* species but also there are additional cells that are ventrally located (Supplementary Fig. 9b).

### Piwi/Dpn-expressing cells form long extensions in adult brains

Remarkably, we found that long, thin (~1 μm in diameter) Piwi/Dpn+ extensions emanate from Piwi/Dpn+ cells located on the opposite sides of the brain described above (Fig. 5 and Supplementary Movie 5). The extensions converge into the brain midline and either end there (Fig. 5 and Supplementary Movies 5 and 6) or, in some cases, turn in different directions along the midline (Supplementary Movie 7). In the midline, there is a cell or cell cluster that weakly expresses Piwi but not Dpn (Fig. 5a, c and Supplementary Movies 5 and 6). These extensions can also be seen in *D. simulans*, indicating their evolutionary conservation and functional importance (Supplementary Movie 8). Due to the fact that these cells are very far apart, the extensions may provide a mechanism for coordinated response by the Piwi/Dpn+ cells to a yet unknown signal (Fig. 6), which may trigger their proliferation. This idea is consistent with our data showing that the number of Piwi/Dpn+ cells is increasing during aging (Fig. 4) implying that the signal production may also be age-dependent. Alternatively, these Piwi/Dpn+ cells may produce a signal themselves and use these projections to deliver signal molecules similarly to the transport in the axonal projections of neurosecretory cells^24^ (Discussion).

**Fig. 5:**
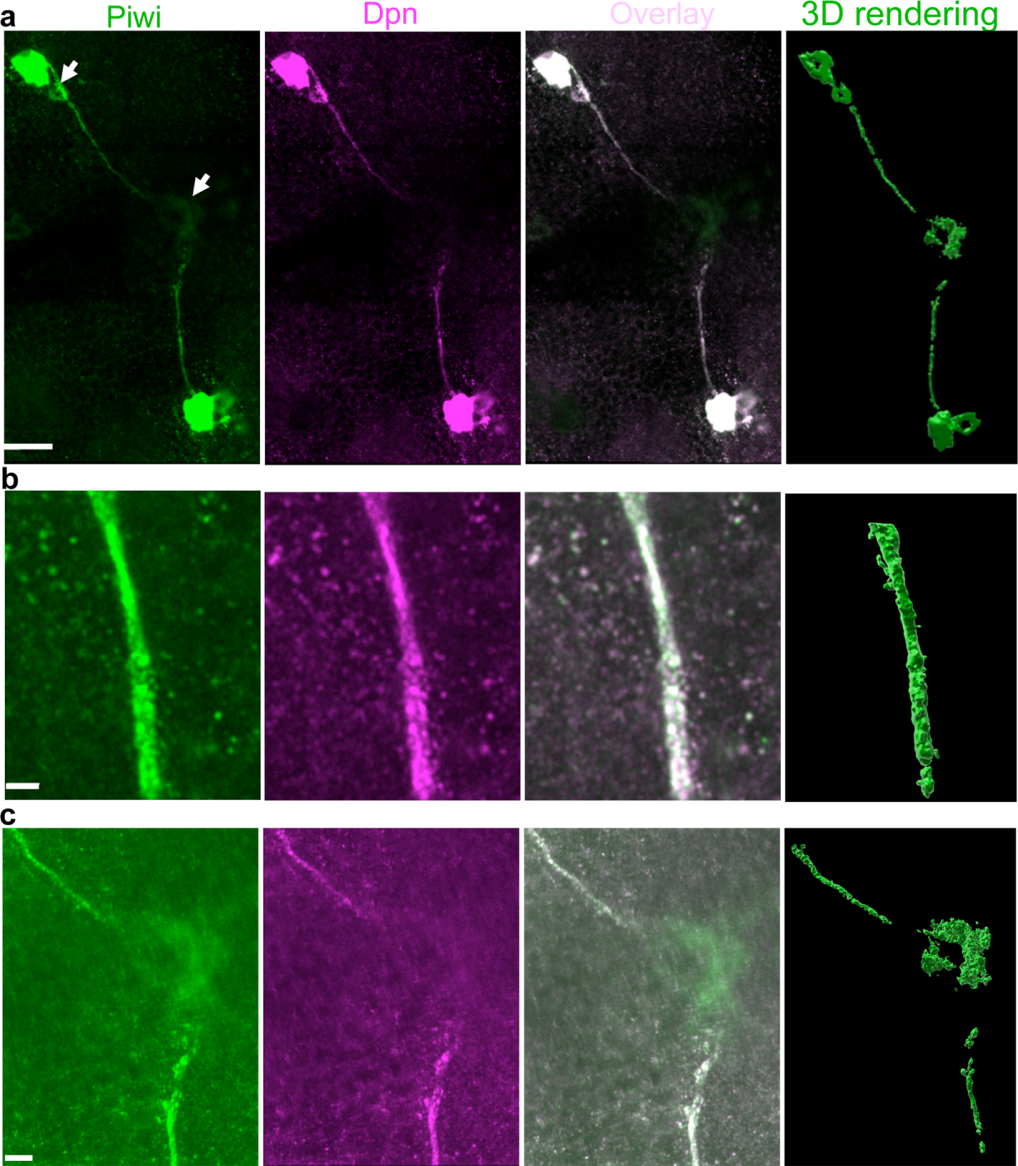
Piwi/Deadpan-expressing cells form long extensions in adult brains. **a** Super-resolution imaging of Piwi (green channel) and Dpn (magenta)-positive extensions, which emanate from the cells and end in the brain midline converging to a Piwi-positive cell (indicated with arrow at the middle of the left panel). Also, a smaller Piwi/Dpn+ cell appears to be connected to a larger neighboring cell by the extension (indicated with top arrow). **b** A super-resolution optical section showing details of an extension’s segment. **c** A super-resolution optical section of the brain midline showing details of the central segments of the extensions converging in the Piwi-positive cell. Right panels in **a**–**c** show the corresponding 3D reconstructions based on super-resolution optical sections (green channel). To visualize extensions, the images were generated with either high laser power during acquisition or post-acquisition by increasing the signal intensity with Imaris software. Scale bars in **a**, **b**, and **c** are 20, 2, and 5 μm respectively.

**Fig. 6:**
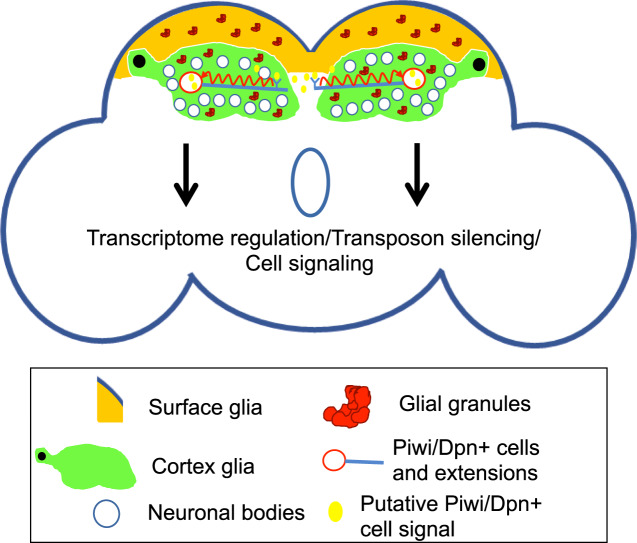
Summary schematic and model. Glial granules assembled from Tudor protein scaffold and other germ cell proteins, including Vasa, Polar granule component, and Piwi, function in brain transcriptome regulation. Evolutionarily conserved Piwi/Dpn-positive cells have been identified in the adult *Drosophila* brain and show remarkably long extensions which may be involved in signal transmission caused by aging, memory formation, or perturbations in the brain milieu such as pathogen invasion.

## Discussion

In this study, using super-resolution microscopy, we identified, to the best of our knowledge, new structures in glia of the *Drosophila* adult brain (“glial granules”), which contain germ granule proteins required for germline development including Tud, Vas, Pgc, Ago3, and Piwi. In addition, we show that in the adult brain, there is a small population of cells in two symmetrical locations of the central brain, which express neuroblast and germ cell proteins Dpn and Piwi, respectively, and these cells expand during aging. Furthermore, these Piwi/Dpn+ cells are evolutionarily conserved, reside in the CG and, remarkably, they show long (50–100 μm) extensions, which converge in the midline of the brain at the Piwi-specific cell cluster.

The presence of multiple germ granule components in glial granules was unexpected and suggested that, similar to germ cells, adult brains may employ glial granule components for posttranscriptional gene regulation mechanisms (Fig. 6). Accordingly, using next-generation sequencing approaches, we demonstrated that central molecular scaffold Tud protein functions in the brain to silence transposable elements and also regulate the non-transposon transcriptome. Our work showed that Tud is also required for biogenesis of piRNAs in the brain and suggests that antisense piRNAs, downregulated in the absence of Tud, target brain genes to regulate their products’ levels.

We demonstrated that piRNA profiles in the fly brain and ovary are different and Tud protein has important distinct roles in piRNA biogenesis and is required for the silencing of transposable elements in both organs. Interestingly, contrary to the ovary, in the brain, Tud functions to maintain a transposon sense piRNA bias which is lost in the *tud*-null mutant brains (Fig. 2d). How does Tud maintain a sense piRNA bias in the brain? Given the role of Tud in germ cells as a molecular scaffold^11,31^, this protein may be required for the assembly of efficient transposon silencing complexes which cleave transposable elements thereby producing abundant transposon sense piRNAs. Consistent with this mechanism, we demonstrated in this study that in the brain Tud is assembled with important piRNA biogenesis factors, including Piwi family proteins and Vas RNA helicase, in glial granules, and that the lack of Tud leads to the upregulation of many transposable elements. However, we cannot rule out a less direct role of Tud in the maintenance of the sense piRNA bias in the brain, which may be mediated through another factor whose expression level is regulated by Tud. In particular, similar to piRNAs detected in the wild-type brain, although 13% of piRNAs DE in *tud* mutant brains map to transposable elements, majority of these DE piRNAs are genic piRNAs and most of them map to exons and 3′-UTRs of non-transposon genes (Supplementary Fig. 4a, b). Contrary to the brain DE piRNAs, in the ovary, most DE piRNAs map to transposable elements and only 4% are the genic piRNAs with the majority of those mapping to introns. The predominance of genic piRNAs in the brain suggests a role of piRNAs in the regulation of brain transcriptome and the role of *tud* in this process. Consistent with this idea, we found that most of the antisense piRNAs that are downregulated in *tud* mutant brains map to the genes that are upregulated in the mutant brains (Fig. 2h) indicating a Tud-controlled mechanism of antisense piRNA-directed regulation of brain transcriptome, which, in the absence of Tud, leads to the upregulation of certain genes due to the decrease in the levels of the corresponding antisense piRNAs. Furthermore, in support of this mechanism, we demonstrated that the lack of Tud in the brain mostly leads to the downregulation of piRNAs (85% of total DE piRNAs) and the levels of downregulated piRNAs are reduced much more than the increase in the levels of the upregulated piRNAs in the mutant brains (Supplementary Fig. 4c). Therefore, these data indicate that Tud has an important role in the production of piRNAs in the brain and suggest that the role of these piRNAs is to prevent gene overexpression in the brain.

In the germline, sense and antisense piRNAs are amplified by the Ping-Pong cycle mechanism, whereby antisense piRNA guides a specific Piwi protein to cleave a transposon RNA between its nucleotides corresponding to the nucleotides 10 and 11 of the antisense piRNA, which results in the production of transposon-derived sense piRNA. Subsequently, this sense piRNA guides a cleavage of the antisense piRNA precursor to generate an antisense piRNA. Therefore, the first ten nucleotides of the transposon-derived sense piRNAs and the corresponding antisense piRNAs are complementary. We could not detect the Ping-Pong preference for 10 nt overlap in the brains piRNAs from either wild-type or *tud* mutant brain demonstrating the lack of the efficient Ping-Pong mechanism for piRNA production in the brain. Contrary to that, the Ping-Pong cycle was similarly active in both wild-type and *tud* mutant ovaries (The Ping-Pong z-score, which is a relative value calculated to measure the preference of the 10 nt complementarity between sense and antisense piRNAs^32,33^, was 8.6 and 11.2 in wild-type and *tud* mutant ovaries, respectively), indicating that Tud does not participate in the Ping-Pong cycle in the germ cells.

The differences in the piRNA populations in brain and ovary and the distinct aspects of Tud function in the piRNA biogenesis in brain and germ cells uncovered by this work indicate that both organs use Tud scaffold and its associated proteins to regulate distinct classes of piRNAs and brain- and germline-specific transcriptomes.

The presence of cells in the adult brain that express both Piwi and Dpn and show long Piwi/Dpn+ extensions is intriguing. What role might these cells and the extensions play? Although Dpn is a neural stem cell marker and Piwi is intrinsically required for stem cell maintenance in germline and soma^18,19^, we cannot rule out that these Piwi/Dpn+ cells are differentiated cells, with, however, unexpected and not previously described co-expression of Dpn and Piwi. Interestingly, long protrusions such as cytonemes and tunneling nanotubes detected in other cell types were implicated in intercellular signaling^34^. Similarly, the Piwi/Dpn extensions in the central brain may be involved in signaling that coordinate the response of the Piwi/Dpn+ cells to a specific signal. In our model, the signal may be produced in the midline region of the central brain in the proximity of both extensions, which emanate from Piwi/Dpn+ cells on the opposite sides of the brain (Fig. 6). Furthermore, the signal may be secreted in this area due to an environmental condition such as pathogen (bacterial or viral) invasion or an environmental stimulus such as learning experience that results in the formation of new memory. Consistent with this model, these environmental stimuli could result in the generalized cell response potentially leading to the proliferation of Piwi/Dpn+ cells. Alternatively, signal molecules may be produced by Piwi/Dpn+ cells and then transported via the projections similarly to neurosecretory cells and their axonal projections^24^. Further research will be needed to determine whether these unusual Piwi/Dpn+ cells are in fact bona fide stem cells or function as differentiated cells.

Glial granules, described in this work, show distinct clusters of their protein components whose roles were mainly restricted to the development of germ cells where they assemble in membraneless RNA-protein granules (germ granules). Recently, it was shown that germ granules in *Drosophila* germ plasm are assembled from distinct partially overlapping protein and RNA homotypic clusters^5,7,8^. Similar to germ granules, glial granules show distinct protein clusters, which partially overlap, suggesting that the mechanisms of the assembly of glial granules is similar to germ granules. The detailed composition of glial granules will need to be determined to characterize the role of the granules in the brain; however, our current data suggest a remarkable conservation of the assembly mechanisms of large dynamic membraneless organelles in brain and germline.

## Methods

### *tud* CRISPR gRNA target selection and donor plasmid cloning

CRISPR/Cas9 methodology was used to tag endogenous *tud* gene with GFP and FLAG-tags. These methods were detailed previously^35^. In particular, genomic DNA from Vas-Cas9 flies used for *tud* tagging (Bloomington Drosophila Stock Center, BDSC stock #55821) was isolated and a 3 kb fragment of the *tud* gene was PCR-amplified and sequenced to verify that there are no SNPs in the region of the *tud* gene where gRNA would target the *tud* locus encoding the N terminus of Tud protein. The donor plasmids were ScarlessDsRed vectors designed for efficient screening of tag insertions into a gene locus using DsRed fluorescence in the compound eyes and the ocelli. Specifically, the vectors have a cassette containing 3× P3 (eye-specific promoter) and DsRed flanked by two inverted repeats TTAA that can be recognized by the PBac (piggy bac) transposase. The flies that contained a given tag insertion expressed DsRed in the eyes. Subsequently, the cassette was removed from *tud* locus by crossing into pBac Transposase background (BDSC stock #8285). The fact that the cassette disrupts *tud* was used to confirm that homozygous females (*tud*^tag DsRed^/*tud*^tag DsRed^) show the *tud* mutant (grandchildless) phenotype. The subsequent removal of cassette with pBac Transposase rescued the *tud* grandchildless phenotype and the expression of tagged Tud in the ovary was then confirmed with western blotting and immunostaining/live-imaging experiments (Supplementary Fig. 1).

### Immunohistochemistry

Whole-mount brain immunostaining experiments were described^36^. To identify specific glial subtypes that express Tud, endogenous FLAG-Tud was crossed into UAS-mCD8-GFP background where mCD8-GFP (BDSC stock #32184) was generated by Gal4 drivers specifically expressed in different glial subtypes as follows. For the PG, SPG, and CG, Gal4-*shn* (BDSC stock #40436), Gal4-*mdr65* (BDSC stock #50472), and Gal4-*wrapper* (BDSC stock #45784)^37^ were used, respectively.

### Antibodies

For brain immunostaining, tagged Tud was labeled with either rabbit anti-GFP (Abcam, 1:5000), mouse anti-FLAG (Sigma, 1:5000) or rabbit anti-FLAG (Novus Biologicals, 1:4000) antibodies. Other antibodies include mouse anti-Repo (DSHB, 1:200), guinea pig anti-Repo^38^ (1:2500), mouse anti-Wrapper (DSHB, 1:400), rabbit anti-Vas^39^ (1:2000), rabbit anti-Pgc^40^ (1:2000), rabbit anti-Ago3^41^ (1:1500), rabbit anti-Piwi (Sdix, 1:1500, Supplementary Fig. 8); and guinea pig anti-Dpn^42^ (1:2400).

### Super-resolution microscopy

Super-resolution microscopy was performed with Zeiss LSM 880/super-resolution Airyscan module system with inverted laser scanning confocal microscope AxioObserver and Plan-Apochromat ×63/1.4 Oil DIC M27 objective at Vanderbilt University Cell Imaging Shared Resource (CISR). Images analysis and 3D reconstructions were carried out using Imaris software (version 9.5, Oxford Instruments) and HP Z8 workstation. To measure the percentage of Tud glial granules that overlap with a given protein, Surfaces option in Imaris was used to automatically identify granules and calculate the percentage of particles which contain both proteins. Glial granules (141–287) were analyzed for each Tud/given protein pair.

### RNA-seq and piRNA sequencing

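The gene *tud* (FBgn0003891) lies on chromosome arm 2R of the dm6 assembly from 21183322 to 21192913. In ovaries it fell from 63.8 ± 3.13 FPKM in the control to 11.1 ± 1.73 FPKM in the mutant (SD, n = 3), a log2 fold change of −2.44 (standard error 0.11, adjusted p = 0.000118). In brains it was 27.1 ± 3.86 and 20.6 ± 10.2 FPKM in control and mutant females and 25.7 ± 9.11 and 16.1 ± 2.76 FPKM in control and mutant males, a log2 fold change of −0.54 (standard error 0.22, adjusted p = 0.0942). One mutant library, female brain replicate 2, had 32.3 FPKM, and without it the brain log2 fold change of *tud* was −0.72 and past the threshold (adjusted p = 0.0339). The eye color gene *w* is mutant in both genotypes, and the CyO chromosome of the control carries a *w*+ transgene. Its transcript fell from 2.77 ± 0.584 to 0.249 ± 0.0765 FPKM in female brains and from 4.00 ± 0.822 to 0.370 ± 0.305 FPKM in male brains, a log2 fold change of −1.73 (standard error 0.17, adjusted p = 0.000288). In ovaries *w* was higher in the mutant, at 3.12 ± 0.105 against 0.328 ± 0.0628 FPKM, a log2 fold change of 1.63 (standard error 0.14, adjusted p = 0.00111). Genes near *tud* were lower in the mutants of both tissues. Within 250 kb on either side of *tud*, the median log2 fold change was −0.32 for 87 genes in the brain and −0.23 for 71 genes in the ovary. Within 100 kb it was −0.82 for 28 genes and −0.87 for 23 genes, against 0.06 and −0.01 on the rest of the arm. A run of genes that were DE and lower in both tissues, chosen after its values were seen, extends from *Tmtc3* to *CG33655* (21123735 to 21320017, 196 kb). Of 27 genes in it that were tested in both tissues, besides *tud*, 24 were lower in both, 20 were DE and lower in both, and the exceptions in direction were *CG15657*, *Pu* and *Ugt49B1*. Their median log2 fold change was −0.97 in the brain and −0.93 in the ovary. The run's median placed all 6 mutant brain libraries and all 3 mutant ovary libraries below every control library of the tissue. The piRNA pathway gene *Panx* (FBgn0034617) lies in the run, with a log2 fold change of −1.06 (standard error 0.20, adjusted p = 0.0135) in the brain and −0.93 (standard error 0.07, adjusted p = 0.000782) in the ovary.

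**Figure D3:**
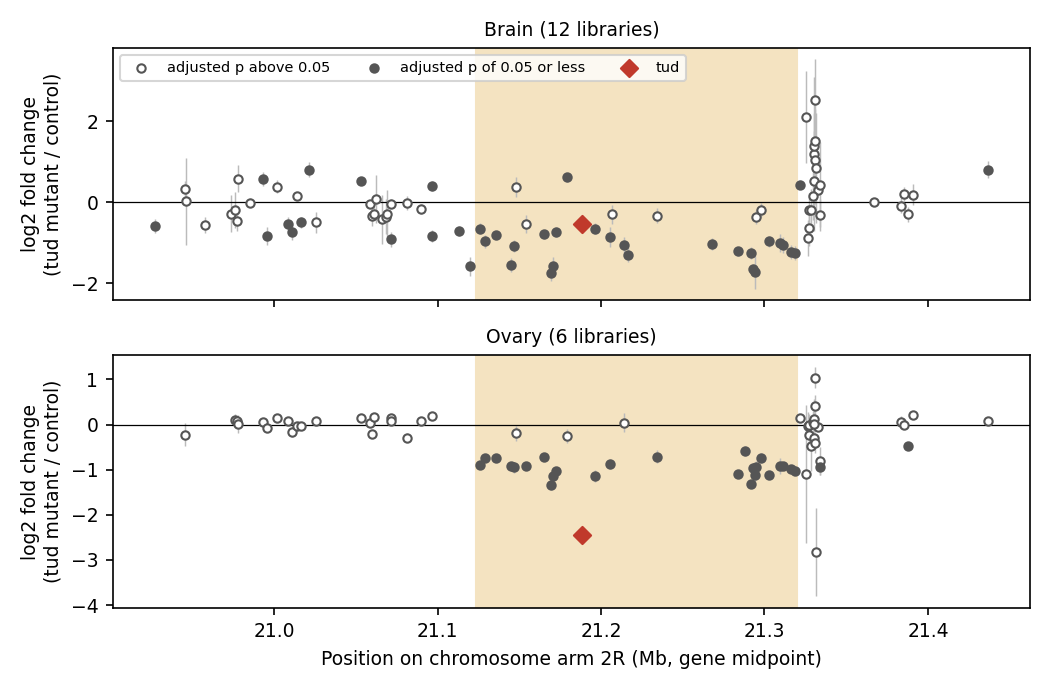
Log2 fold change between *tud* mutant and control of each tested gene near *tud*, by position on chromosome arm 2R in megabases, in the brain (top) and the ovary (bottom); vertical bars are standard errors and the shaded area is the run from *Tmtc3* to *CG33655*. The genes in the shaded area have medians of −0.97 and −0.93, and *tud* itself lies at −0.54 in the brain and −2.44 in the ovary.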

For RNA-seq and piRNA sequencing, brains and ovaries from young *tud* protein-null flies (*y*, *w*; *tud*^1^, *bw*, *sp*/*Df(2R)Pu*^*rP133*^)^11^ and control, *tud* heterozygous flies (*y*, *w*; *tud*^1^, *bw*, *sp*/*CyO*, P[*w*+, *hs-hid*]) were dissected. Standard cornmeal-molasses medium was used for growing the flies at 25 °C. Great care was taken to ensure that the brain samples did not have contaminating tissues from other parts of the animal. Specifically, the anesthetized flies were transferred to a Petri dish where the head was removed and the body was discarded prior to brain dissection. Brains were dissected from the head capsule and transferred into a centrifuge tube with 1× phosphate-buffered saline (PBS). Fifteen to 30 brains were collected per dissection session, to minimize degradation of tissue. In the end of each session, PBS was removed from the tube and the brains were resuspended in 1 ml of fresh 1× PBS to remove any possible contaminants. Finally, all liquid was removed and the brains were frozen in liquid nitrogen and stored at −80 °C.

For small RNA-seq, RNA isolation was done using the mirVana miRNA isolation kit. Approximately 150 brains per biological replicate were used to yield the 1 µg of total RNA required for sequencing. Number of biological replicates for *tud* mutant brains and corresponding control was 2 and 3, respectively, generating data from four sequencing samples per replicate. The general construction of small RNA libraries was described previously^43,44^. Accordingly, *Drosophila* 2S rRNA was depleted from the total RNA samples and the sequencing libraries were constructed with TruSeq Small RNA kit (Illumina Catalog number RS-200-0012) in the presence of 25% (weight/volume) of Polyethylene Glycol 8000 in 3′-adapter ligation buffer. The sequencing was carried out with Illumina NextSeq 500 using the NextSeq 500/550 75 cycle High Output Kit v2 (FC-404-2005). Small RNA-seq from the ovarian samples (RNA from 40–50 µl of ovaries per biological replicate) was done similarly to the brain samples. In particular, three biological replicates each for *tud* mutant and control were obtained generating data from four sequencing samples per replicate.

For RNA-seq transcriptome analysis, *tud* mutant and control brains were dissected as described for small RNA-seq samples. In addition, to test for gender-specific aspects of transcriptome regulation by Tud, female and male brains were dissected separately and transcriptome analysis was done for each gender.

Libraries were prepared using the TruSeq Stranded Total RNA LT Sample Prep Kit-Set A (Cat # RS-122-2301) with Ribo-Zero Gold with following modification. rRNA depleted RNA samples were made up to a total volume of 100 µl with Ultra Pure water. A size selection was performed to remove 5S rRNA and tRNA using the Zymo Research RNA Clean and Concentrator-5 kit (catalog number R1015) as described^45^. RNA libraries from samples for *tud* mutant and control ovaries were generated as for the brain samples. Three biological replicates were sequenced per each of the six conditions: (1) *tud* mutant female brains; (2) *tud* mutant male brains; (3) control female brains; (4) control male brains; (5) *tud* mutant ovaries; (6) control ovaries. For each biological replicate, sequencing data from two sequencing runs and four sequencing lanes per each run were generated. Sequencing was performed on Illumina NextSeq 500 using the NextSeq 500/550 150 cycle High Output Kit v2.

### Bioinformatics analysis

Small RNAs that correspond to piRNAs from piRBase database^22^ were filtered to remove sequences corresponding to tRNAs, rRNAs, snRNAs, and snoRNAs. Also, the sequencing data were filtered to identify the most abundant unique piRNAs which have a minimum count of ten sequences found across the samples.

The filtered minimum count list for *tud* mutant and control for the brain and ovary were then compared to determine differential expression using edgeR^46^. DE piRNAs in the brain and ovary were determined with *p*-value < 0.01 and FDR < 0.05 for the brain and ovary, respectively.

Gene features (including 5′-UTR, 3′-UTR, exon, and intron) were extracted from the dm3 FlyBase annotations^47^ using annotations extracted from the UCSC genome browser^48^. These locations were compared to piRNA locations mapped to dm3 in piRBase using the custom script *findOverlappingFeatures.R*.

The ping-pong *Z*-scores were calculated using a PPmeter software^32^.

DE transposon and non-transposon genes in *tud* mutant brains and ovaries, compared to corresponding controls, were identified from RNA-seq data. The raw fastq reads were mapped to the dm6 assembly using tophat2 (v2.0.3)^49^ guided by the BDGP6 gtf file (v90). DE genes were determined using cuffdiff (v2.2.1)^50^ based on an FDR cutoff of 0.05. A total of 179 transposons were downloaded from the FlyBase FTP and used for the analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Reporting summary

## Data Availability

Data that support the findings of this study have been deposited in GEO as a superseries with accession GSE149750. All relevant data are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

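Gene expression was measured by RNA-seq in hand-dissected female brains, male brains and ovaries of *tud* mutant and control flies, with 3 libraries in each of the 6 groups. The control flies were *tud*1 heterozygotes over the CyO balancer and are called wild-type in the sample labels and in the Results. The condition of each library was taken from the labels. The authors depleted ribosomal RNA, removed 5S rRNA and tRNA by a size selection, mapped the reads to the dm6 assembly with TopHat2 guided by a BDGP6 annotation, and determined DE genes with Cuffdiff. The table analysed here holds their FPKM values per gene, 1 column for each library, and the program that wrote it is not named in the paper's text. Whether the values were also scaled between libraries is not stated, and the FPKM sums of the libraries ranged from 742402 to 3411767.

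The table has 17288 gene identifiers, of which 17016 carry a symbol and a position in the Ensembl release 115 annotation of the same assembly, and 13600 are protein-coding. Of all genes, 1566 were at 0 in every library, among them all 35 mitochondrial genes. No transposable elements are listed, so the transposon results were not analysed here, and the small RNA libraries were not used here. The gene *vas*, which the paper names, was not found among the identifiers. Mapped fragments per library were estimated from the steps between low FPKM values as 4940000 to 13700000 in the brain and 19700000 to 27600000 in the ovary. These depths are estimates and carry no counting interval.

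Values were transformed to log2(FPKM + 1) and compared with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation that follows the mean level (trend). Genes with a mean FPKM of at least 1 over the libraries of a fit were tested. The brain fit used 12 libraries in 4 groups and gave the brain difference (the mean of both sexes), the female difference, the male difference and the difference between the sexes. The ovary fit used 6 libraries. Genes with a Benjamini-Hochberg adjusted p of 0.05 or less were counted as DE. Tests were two-sided unless stated. Genes under the filter that the paper names, such as *Nplp4* and *dpn*, were taken from a fit without it. The fits were tested on simulated data with 200 changed genes. In the 12-library fit, 67.7% of genes changed by 1 and 91.3% of genes changed by 2 on the log2 scale were found, with 6.4% false calls. In the 6-library fit the shares were 90.7% and 98.9%, with 3.1% false calls. The simulated genes varied independently of each other, and the changed ones had a mean FPKM of at least 5. In the real brains 1 axis held 36.6% of the variance within groups, so these shares need not hold there.

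The genes named in the text were set by a rule: every gene that the paper names, markers of genotype and sex, in each tissue the 5 largest rises and 5 largest falls among DE genes whose mutant libraries all lay on one side of the controls, and up to 3 genes each way for the difference between the sexes. The 6 lists of genes were tested with limma's camera (preset correlation 0.01), with fry, and with camera and an estimated correlation. Lists of marker genes of 9 cell types (fat body, gut, eye photoreceptors, muscle, ovarian germline and follicle cells, testis and male reproductive tract, neurons, glia and haemocytes) were compared between genotypes with an exact permutation test that permuted the genotypes within each sex (400 arrangements, smallest p 0.005). Single genes were compared with exact permutation tests of 3 libraries against 3 (smallest p 0.1), and tables of counts with Fisher's exact test. The calls were also rotated along the genome in 10000 steps drawn at random (one-sided), and the values of the fat body, gut, muscle, eye photoreceptor and neuron lists were used as covariates in the brain fit, 1 at a time, and the 95% intervals of DE genes were compared with that of each of these lists, which are tests chosen after seeing the data. Lists were also compared with 10000 draws of other genes matched on span or another property. Positions came from the annotation.

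The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a filter at a mean FPKM of 5, median-of-ratios scaling, quantile normalization, moderation without the trend, an adjusted p of 0.01, a log2 fold change of at least 1, a model with sex as an additive covariate, a model without sex, genes DE in each sex, each sex fitted alone, the replicate number as a block, and leaving out each library in turn. For single results they also included other set tests, a ratio of mean FPKM without a pseudocount, and windows of 100 and 500 kb around *tud*. Protein-coding genes only, and removal of the gene length trend of each library (lowess with a span of 0.3), were chosen after seeing the data. GC content was not analysed here, since no genome sequence was at hand. Scripts were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.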

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

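The counts of other splits of the libraries were set before their results were seen. So were the windows around *tud*, the other pseudocount, leaving out each library in turn and the other alternatives fixed beforehand. The other tests in this part were chosen after the results were seen, as were protein-coding genes only and removal of the gene length trend.

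The genes around *tud* were lower in *tud* mutants, with a median log2 fold change of −0.97 in the brain across the run from *Tmtc3* to *CG33655*. The paper's text does not discuss the run, and 1 gene in it, CG30389 (−0.53 in the brain, adjusted p = 0.095), is listed in Supplementary Data 3c. The mutants carry the deficiency Df(2R)*Pu* rP133 over *tud* and the controls carry CyO there, and a candidate explanation is that the mutants have 1 copy of these genes. The median within 100 kb of *tud* was −0.82 in the brain and −0.87 in the ovary, and the run's ovary median was −0.93. A change in 1 library is argued against by the run's median, for which 6 of 6 mutant brains and 3 of 3 mutant ovaries lay below every control. The run was drawn from genes tested in both tissues, and *ktub* and *CG9394*, which lie just outside it and were tested in the brain alone, were also lower. The paper's text gives no ends of the deficiency, so the run was not compared with them. Every mutant library carries the deficiency, so an effect of the loss of Tud on these genes was not tested.

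The *w* transcript was lower in *tud* mutant brains (log2 fold change −1.73, lower in 6 of 6 mutant libraries) and higher in *tud* mutant ovaries (1.63, higher in 3 of 3). The opposite directions put it here, and the difference between the tissues was not tested. Swapped genotype labels in the ovaries are argued against by *tud* itself, whose log2 fold change in the ovary was −2.44. The genes within 100 kb of *tud*, a window not chosen on its values, were also lower in mutant ovaries (median −0.87). The *w*+ transgene on CyO may account for the higher values in control brains, but it predicts higher values in control ovaries too, so what raises *w* in mutant ovaries stays open. The values of *w* were past the threshold under every alternative run in both tissues, between −3.18 and −1.66 in the brain and between 1.44 and 2.92 in the ovary.

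The *pgc* transcript was lower in *tud* mutant brains (−1.86, adjusted p = 0.000982, in 6 of 6 libraries) and higher in all 3 mutant ovaries (0.55, adjusted p = 0.0782). The difference between the tissues was not tested. Swapped ovary labels are argued against by *tud* itself, whose log2 fold change in the ovary was −2.44. The rise in the ovary passed the threshold only with protein-coding genes alone (adjusted p = 0.0354) and without *tud* mutant ovary replicate 1 (0.40, adjusted p = 0.046), and the adjusted p ranged from 0.0354 to 0.247 over the alternatives. *pgc* overlaps *T3dh* in the annotation, and whether fragments of *T3dh* were counted on *pgc* was not tested. *pgc* also lies on 2R, where the control has CyO and the mutant has the deficiency chromosome. An effect of that background on *pgc* was not tested. A difference between germline and brain in how *pgc* depends on Tud stays open.

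The *roX1* RNA was higher in *tud* mutant brains (1.49, adjusted p = 0.0105), with a rise in each sex that did not pass the threshold by itself (female 1.35, adjusted p = 0.165; male 1.63, adjusted p = 0.0609). In the ovary, where its values lie under the filter, it was listed at 0.241 to 0.326 FPKM in the mutants and at 0.327 to 0.444 FPKM in the controls, a fall (−0.11) that was not past the threshold (adjusted p = 0.397), so a change in the ovary was not established. The difference between the tissues was not tested. Without control male brain replicate 2, which had little *roX2*, the brain value was 1.37, and with the sexes pooled it was not past the threshold (adjusted p = 0.534), since the sexes differ in *roX1* by far more than the genotypes. No biological explanation was tested.

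The changes of *snoRNA:U31:54Ed* and *mir-4956* differed between female and male brains by −7.99 and 6.06 on the log2 scale. Each was listed above 0 in the 3 control libraries of 1 sex alone. Both are shorter than 300 nucleotides, and a candidate explanation is the authors' FPKM estimate for genes shorter than a sequenced fragment, whose length the paper's text does not give. Between control females and control males, 6 genes were listed at 0 in one whole group and at 10 FPKM or more in the other, all shorter than 300 nucleotides and none protein-coding. A different loss of short RNAs in the authors' size selection cannot be told apart from this. Of the 6 genes, 5 were at 0 in control males and 1 in control females, and 206 snoRNA genes were lower in control males (median −0.85), but the medians of single libraries overlapped (4.15 to 8.61 against 7.49 to 8.62). With the gene length trend removed, neither gene passed the threshold (adjusted p = 0.0949 and 0.174, over alternatives from 3.77e-08 to 0.174). Among 100 splits of the libraries, 26 gave at least 2 genes whose change differed between the sexes, so 2 genes are what other groupings of these libraries also give.

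*Nplp4* and *tobi* rose more in female than in male *tud* mutant brains, by 1.65 and 1.24 on the log2 scale. They were compared because the paper names them. A single library as the cause is argued against, since with each of the 12 brain libraries left out in turn the p adjusted over the list alone stayed at or below 0.0358. Over all genes the adjusted p was 0.9997 for both, and with a pseudocount of 0.1 *tobi* no longer passed (0.153). *Nplp4* was listed at 0 in all control female brains and in 2 of 3 control male brains, so its difference rests on values near the lower end of the scale. A difference between the sexes in how these genes respond to the loss of Tud stays a hypothesis.

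Genes on chromosome 4, which the paper does not discuss, were higher in *tud* mutant brains (median log2 fold change 1.02 across 95 genes, 91 of them higher and 57 DE). An extra copy of the chromosome is argued against by the ovary, where the median of 72 genes was 0.06 and that of the same genes in the brain was 1.05. Gene length and gene span are argued against as the whole cause, since the median was 0.87 with the length trend removed and the highest median of 10000 lists matched on span was 0.43. Without control male brain replicate 2 the median was 0.80, the lowest of the fits that left out 1 library, so that library is not the whole cause. A larger neuronal share in the mutant brains may be behind it, but the libraries do not settle this. Across the 6 control brains the chromosome 4 genes followed the neuron list (Pearson r = 0.95, exact permutation p = 0.0014, adjusted p = 0.019; Spearman rho = 1.0, exact permutation p = 0.0028, adjusted p = 0.039; r = 0.91 without the 2 libraries farthest from the median; 14 relations computed). The slope in these libraries and the difference in the neuron list give a difference of 1.10, and the observed one was 1.04. In the 6 mutant brains the relation was weaker (r = 0.75, exact permutation p = 0.0653, adjusted p = 0.114; rho = 0.83, exact permutation p = 0.0583, adjusted p = 0.136; r = 0.92 without the 2 farthest) and its slope gives 0.47, so the 2 slopes disagree on whether that share is enough. Over all 6 mutant brains the chromosome 4 genes followed other values more closely, the gene span slope (r = 0.92, exact permutation p = 0.0083, adjusted p = 0.039; rho = 0.89, exact permutation p = 0.0333, adjusted p = 0.093; r = 0.82 without the 2 farthest) and the ribosomal list (r = −0.91, exact permutation p = 0.0111, adjusted p = 0.039; rho = −0.94, exact permutation p = 0.0167, adjusted p = 0.093; r = −0.60 without the 2 farthest). Without the 2 farthest mutant libraries the order reversed, with the neuron list closest (r = 0.92). In controls the span slope gave r = 0.37 (exact permutation p = 0.4542) and the ribosomal list −0.24 (exact permutation p = 0.6194). Without the 2 farthest control libraries these were 0.77 and −0.65, close to the values in mutants. Of the 95 genes, 90 also had a loading above 0 on the first axis of variation within the brain groups, on which control male brain replicate 2 lay farthest from the others. A larger neuronal share cannot be told apart from these other differences between libraries, since they move together in 6 mutant brains. The controls span both sexes, and each sex has too few libraries for a correlation of its own. GC content cannot be told apart from the other explanations, because 0 genes had a GC value without the genome sequence. An effect of the loss of Tud on chromosome 4 stays open.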

How the results depend on the processing

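The alternatives and the splits below were set before their results were seen, apart from protein-coding genes only and removal of the gene length trend. Directions and threshold calls that held are given first. The fall of *tud* in the ovary, the changes of *w* in both tissues, the rise of *tobi* in female brains and the *Nplp4* difference between the sexes kept their direction and their side of the threshold under every alternative run. The 6 gene lists did so in all 12 fits that left out 1 library. Of the changes followed one by one below, *tud* in the brain rose above the threshold under 2 alternatives and *tobi* in males under 4, and *Nplp4* in females fell below it under 6 and the *tobi* difference between the sexes under 1. Among 44 further named genes and tissues, 28 kept direction and side of the threshold under every alternative, 9 fell below the threshold, 3 rose above it and 4 reversed under at least 1, in 36, 5 and 6 of 868 values. The share of higher genes among those with a downregulated antisense piRNA (75.0 to 79.3%) uses the direction of each gene alone, so most alternatives had little room to move it. Except where a sentence says otherwise, the cause of a change was not tested.

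An adjusted p of 0.01 or less left 145 DE genes in the brain, 20 in female brains, 33 in male brains and 145 in the ovary, as a stricter threshold must, and a log2 fold change of at least 1 left 689 in the brain and 91 in the ovary. Requiring DE in each sex left 31 in the brain. With each sex fitted alone on its 6 libraries, 18 genes were DE in female and 31 in male brains. The male number was also 78 with a pseudocount of 0.1, 76 without a filter and 211 with quantile normalization, which moved the median male log2 fold change from 0.11 to −0.04 and the upregulated share from 55.3 to 37.9% (42.2% with the length trend removed). In the brain it moved that share from 56.9 to 44.1%. With the replicate number as a block, 33 genes were DE in male brains and 195 in the ovary, and *Nplp4* in females (1.87) was not past the threshold (adjusted p = 0.0948). The deviations of control and mutant libraries with the same number correlated at 0.04 to 0.09 in female brains (others −0.05 to 0.00), 0.05 to 0.29 in male brains (others −0.27 to 0.10) and −0.11 to 0.03 in ovaries (others −0.09 to 0.11). These were not above 0.1 in every pair, so the number was not used as a pairing, although same-number libraries leaned together in brains. With the length trend removed, an alternative chosen after seeing the data, 445 genes were DE in male brains, 0 differed between the sexes (156 at an unadjusted p under 0.05), *tud* in the brain (−0.95, adjusted p = 0.00395) and *tobi* in males (1.27, adjusted p = 0.0497) passed the threshold, and *Mdr65* in the brain reversed to −0.089. With protein-coding genes only, also chosen after seeing the data, 0 genes differed between the sexes (99 at an unadjusted p under 0.05), since both short genes were left out.

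With an estimated correlation, none of the 6 lists passed (adjusted p = 0.243 each), with unchanged medians of −0.80 (cytosolic ribosomal proteins), −0.37 (mitochondrial ribosomal proteins), −0.37 (oxidative phosphorylation), −0.38 (glycolysis and TCA cycle), 0.60 (synaptic transmission) and 0.29 (piRNA pathway). The piRNA pathway list also failed at a mean FPKM of at least 5 (0.21, adjusted p = 0.757, 11 of 22 genes left) and with quantile normalization (0.15, adjusted p = 0.0647). Quantile normalization reversed *hid* (−0.039) and *y* (−0.29) in the brain, neither past the threshold. The *tobi* difference between the sexes was 1.19 with a pseudocount of 0.1 and did not pass. As a log2 ratio of mean FPKM, without a pseudocount, the changes were 3.82 for *tobi* in females, 2.58 for *tobi* in males and 0.86 for *Nplp4* in males. The median around *tud* was −0.82 within 100 kb and −0.17 within 500 kb in the brain, and −0.87 and −0.07 in the ovary, as wider windows take in unchanged genes.

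Leaving out 1 library in turn gave 382 (without *tud* mutant male brain replicate 1) to 4168 (without control male brain replicate 1) DE genes in the brain, and the number also moved by more than 1.5 times without control female brain replicates 2 (1023) and 3 (513), *tud* mutant female brain replicate 2 (1390), control male brain replicate 3 (1474) and *tud* mutant male brain replicate 2 (725). It gave 19 (without *tud* mutant female brain replicate 3) to 168 (without control male brain replicate 2) in female brains, also moved without control female brain replicates 1 (22) and 3 (20) and *tud* mutant female brain replicate 1 (22). In male brains it gave 29 (without *tud* mutant male brain replicate 1) to 3381 (without control male brain replicate 1), moved by every library. For the difference between the sexes it gave 2 to 7 (without control male brain replicate 1, and 4 without control female brain replicate 2), and in the ovary 157 (without control ovary replicate 2) to 292 (without *tud* mutant ovary replicate 1), also moved without control ovary replicate 1 (164) and *tud* mutant ovary replicate 3 (161). The brain log2 fold change of *tud* was −0.72 (without *tud* mutant female brain replicate 2, the fit that passed) to −0.41. *Nplp4* in females was 1.67 to 2.22 and failed in 5 of 12 fits, those without any of the 3 control female libraries or *tud* mutant female brain replicates 1 or 3. *tobi* in males was 1.05 to 1.59 and passed without *tud* mutant female brain replicate 2, control male brain replicate 1 or *tud* mutant male brain replicate 2. Reversals occurred for *hid* in the brain, −0.04 (without control male brain replicate 2) to 0.42, for *y* in the brain, −0.019 (without *tud* mutant male brain replicate 1) to 0.13, and for *roX2* in the brain, −0.043 (without control male brain replicate 2) to 1.36.

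In the brain, 1 of 100 splits of the libraries gave as many DE genes as the real one, which is the real split itself, and the next gave 2. In female brains, male brains and ovaries it was 1 of 10 each, again the real split, a share that cannot fall below 0.1 with 3 libraries against 3. The estimated depth of the brain libraries, 4940000 to 13700000 mapped fragments against 19700000 to 27600000 in the ovary, limits what can be said of genes with few fragments, such as *Nplp4*.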

Differences from the paper's values

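The paper's number of DE genes in *tud* mutant brains is 1749, and here it was 2666. Among the alternatives set before the data were examined, the value lay within 1.5 times the paper's with a pseudocount of 0.1 (2488), no filter (2145), a mean FPKM of at least 5 (2409), moderation without the trend (2564) and the replicate number as a block (2555), and in 7 of the 12 fits that left out 1 library (1390 to 2478). It did not with median-of-ratios scaling (2626), quantile normalization (2643), an adjusted p of 0.01 (145), a log2 fold change of at least 1 (689), sex as an additive covariate (3024), no term for sex (2788), genes DE in each sex (31), or in the other 5 fits that left out 1 library (382 to 4168).

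The paper gives 836 upregulated genes in *tud* mutant brains, and here there were 1516. The gap closed without a filter (1229), with quantile normalization (1166) and in 6 of the 12 fits that left out 1 library (789 to 1220), and it did not under the other alternatives set before the data were examined. The paper gives the same p, 5e-05, for *Nplp4* and *tobi* in female brains, and here limma's unadjusted p for *tobi* was 5.22e-06. With a pseudocount of 0.1 it was 4.56e-05, and in 4 of the 12 fits that left out 1 library it was 4.02e-05 to 5.20e-05. The other alternatives set before the data were examined did not close the gap. The paper used Cuffdiff and the p here is from limma. A gap between p-values of unlike tests does not show that the change of *tobi* differs.

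The paper states that *Nplp4* and *tobi* rose in mutant females in contrast to males. Here *tobi* also rose in male brains (log2 fold change 1.26, adjusted p = 0.065, with all 3 mutants above every control), and passed the threshold without *tud* mutant female brain replicate 2 (adjusted p = 0.0414), without control male brain replicate 1 (1.21, adjusted p = 0.0259), without *tud* mutant male brain replicate 2 (1.59, adjusted p = 0.0466), and with the gene length trend removed (1.27, adjusted p = 0.0497), an alternative chosen after seeing the values. Of the 90 matched genes that the paper lists as DE in Supplementary Data 3c, 18 did not pass the threshold here, 5 of them higher and 13 lower. The replicate block called 6 of these, quantile normalization 2, the fit without control male brain replicate 1 called 8, that without control male brain replicate 2 called 3, that without *tud* mutant female brain replicate 1 called 2 and that without *tud* mutant female brain replicate 2 called 1. The alternatives chosen after seeing the values called 6 (length trend removed) and 1 (protein-coding genes only). The genes *lovit*, *Myo81F* and *ovo* passed under none of the settings in which they were tested. Of these, *ovo* lies under the filter, and its value came from the fit without it. The paper calls the control wild-type in its Results, and its Methods give it as heterozygous for *tud*1.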

Other observations

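The tests in this part were chosen after the results were seen, apart from the tests of the second chromosome (all DE genes) and of the deficiency in the brain and of the marker genes of eye, fat body, gut and muscle as a whole (without the covariate fits and intervals), which were written earlier.

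The genotypes differ in more than *tud*, since the control has CyO where the mutant has the deficiency. One copy of the genes under the deficiency, acting on their own transcripts, is argued against as the whole source of the DE genes. In the brain 1577 DE genes lie on chromosomes other than the second, and 24 of the 2666 lie in the run around *tud* (26 of 338 in the ovary). Effects of a single copy of these genes on genes elsewhere were not tested. A second-chromosome background with effects on its own genes is argued against as the whole source of the 2666 genes of the brain, where 24.8% of genes on the second chromosome outside the run were DE, as were 24.8% elsewhere (odds ratio 1.0, two-sided Fisher's exact p = 1.0). It stays open for the strongest of them. Outside the run, 70 of 127 brain genes with an adjusted p of 0.01 or less lie on the second chromosome (55.1%, against 39.2% of the genes tested, odds ratio 1.92, two-sided Fisher's exact p = 0.00032, and one-sided p = 0.039 when the calls were rotated along the genome), so sequence differences between CyO and the deficiency chromosome may contribute to these. For the DE genes of each sex it cannot be told apart from neighbouring genes that change together: it held 55.7% of them in male brains (odds ratio 1.96, two-sided Fisher's exact p = 0.00035, one-sided rotation p = 0.1181) and 53.3% in female brains (odds ratio 1.78, two-sided Fisher's exact p = 0.13, one-sided rotation p = 0.1146). Among brain DE genes with a log2 fold change of at least 1 the odds ratio was 1.05 (two-sided Fisher's exact p = 0.54), and of at least 2 it was 2.38 (two-sided Fisher's exact p = 0.0043, one-sided rotation p = 0.1426). Effects of the background on genes of other chromosomes were not tested. In the ovary the second chromosome held more of the DE genes (4.8 against 3.1%, odds ratio 1.56, two-sided Fisher's exact p = 0.00017, and one-sided p = 0.0338 when the calls were rotated along the genome), so such differences may contribute there too, although among genes with a log2 fold change of at least 1 the odds ratio was 1.19 (two-sided Fisher's exact p = 0.48). Of the 84 genes DE in both tissues in the same direction, 50 lie on the second chromosome (59.5%, against 37.8% of the genes tested) and 20 in the run. *Panx*, a gene of the piRNA pathway, is among them, so the mutants differ from the controls in the transcript of another piRNA gene besides *tud*.

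The dissected brains were compared on 9 lists of marker genes by exact permutation tests of genotype within sex, 18 tests of list values in all, with the adjusted p over the 18 in each case given second. The lists of eye photoreceptors (median log2 fold change 1.02, exact permutation p = 0.005, adjusted 0.01) and neurons (0.84, exact permutation p = 0.005, adjusted 0.01, with 7 of 7 genes higher) were higher in the mutants, at the smallest p that the test allows. The values of the other lists were within the spread of the libraries: fat body (exact permutation p = 0.83, adjusted 0.83), gut (p = 0.305, adjusted 0.411), muscle (p = 0.535, adjusted 0.602), ovarian germline and follicle cells (p = 0.70, adjusted 0.741), testis and male reproductive tract (p = 0.365, adjusted 0.438), glia (p = 0.21, adjusted 0.315) and haemocytes (p = 0.32, adjusted 0.411). A different share of muscle is argued against as the whole source of the brain DE genes, since the muscle list changed by 0.06 (95% interval −0.18 to 0.29) and 1708 of the 2666 had a 95% interval outside that range. The muscle value as a covariate moved little (2660 DE genes, 2435 of them among the 2666). Fat body and gut have wider intervals (−0.83 to 1.03 and −1.60 to 0.62, with 89 and 205 of the 2666 outside), which exclude little. As covariates in the brain fit they moved the calls, with 908 and 62 genes DE only with them, but still left 2661 and 1475 of the 2666 among 3569 and 1537 DE genes, with changes 1.02 and 0.93 times those without them in the median. This argues against fat body or gut as the whole source. A list stands for its tissue only as far as its genes follow the share. A larger share of neurons or of eye tissue as a source of the DE genes cannot be told apart from an effect of the genotype. Both lists separate the genotypes in every library of each sex. With the neuron list as a covariate 43 DE genes were left, and the changes of the 2666 were 0.34 times those without it in the median. With the eye list 8 were left and the changes were 1.65 times as large. Of the 2666, 1162 lay outside the interval of the neuron list and 1227 outside that of the eye list. Most of these lay below it (1150 and 1198). This does not decide the question, since a larger share of one tissue can lower genes of the others. Among the 5 most abundant genes, 3 of fat body and 4 of muscle were higher. Of 9 haemocyte genes tested, 4 were DE and lower and 1 was DE and higher. Of 10 glial genes, 3 were DE and lower and 2 were DE and higher. Of 9 genes of ovarian germline and follicle cells, 3 were DE, all higher. The list values therefore do not exclude changes in single genes of these cell types. For gut, 18 of 22 genes and all of the 5 most abundant were lower, so a smaller share of gut in the mutants stays open for the gut genes themselves, 3 of which are in Supplementary Data 3c. In the neuron list 3 of 7 genes also belong to the synaptic list and 2 are in Supplementary Data 3c, which the paper drew from these libraries. In the photoreceptor list, all 23 genes were expressed in the brains, 22 were higher and 14 DE, the 5 most abundant were all higher, and 1 is in Supplementary Data 3c. A larger share of eye tissue in the mutant brains cannot be told apart from a change within photoreceptors, since the list's own median of 1.02 would follow from either. The genes changed unequally, by −0.12 to 2.50.

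The number of DE genes in brains and ovaries compares 12 libraries with 6. With 3 libraries against 3, male brains alone gave 31 DE genes and female brains alone 18, against 338 in the ovary, so which number is larger depends on the libraries used. The 12-library fit was still the less sensitive one, with a median standard error of 0.189 against 0.087 in the ovary (residual standard deviation 0.335 against 0.108). It found 67.7% of simulated changes of 1, against 90.7% in the ovary fit, in data whose genes varied independently, unlike those of the real brains. This does not exclude more libraries as the source of the larger number, since with 3 libraries against 3 the brain numbers were the smaller ones. What gives the larger number stays open, and the sizes of the effects were not compared between the tissues. The first axis of variation within the brain groups held 36.6% of that variance across 9312 protein-coding genes, with control male brain replicate 2 at −74.5 and the other libraries between −27.8 and 41.2. Its loadings went with the brain log2 fold changes (Spearman rho = 0.28 across genes, which are not independent), and 83 of 100 splits of the libraries gave a relation as large.

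Long genes were higher in *tud* mutant brains. Among DE protein-coding genes, 36.5% were higher below a span of 5 kb, 81.1% from 5 to 20 kb and 89.5% from 20 kb, and in the ovary 62.1, 57.4 and 68.8%. This trend is not the whole source of the changes in the ribosomal list, whose median of −0.80 lay below every draw matched on span (lowest −0.32). It stayed at −0.61 in the fit that left out *tud* mutant female brain replicate 2, the highest of these fits, and at −0.56 with quantile normalization, which argues against 1 library or the authors' scaling as the whole cause. The synaptic list lay above every matched draw (highest 0.53) and kept a median of 0.37 with the length trend removed. The piRNA pathway list was matched or exceeded by 295 of 10000 draws. The genes with a downregulated antisense piRNA are long, and their share of higher genes (79.3% of 29) is what span may give, since matched lists of other DE genes had a median of 86.2% higher. Matched on exon length instead, the median was 75.9%, and 4701 of 10000 draws were as high. The design names the loss of Tud as an explanation for the trend itself, and it was not tested apart from a difference in cell composition.

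Among genes that the paper studies as proteins or markers, brain log2 fold changes were 1.15 for *piwi* (adjusted p = 0.00281), 0.99 for *AGO3* (adjusted p = 0.0161) and 0.81 for *aub* (adjusted p = 0.0244, but 0.133 with quantile normalization, 0.0502 with the replicate block, and above 0.05 without control female brain replicate 2, control male brain replicate 3 or *tud* mutant male brain replicate 1, up to 0.058). Their means in control brains were at most 2.15 FPKM, against 182 for *AGO3* and 139 for *piwi* in control ovaries. The glial genes gave −0.42 for *repo* (adjusted p = 0.0741, but 0.0361 without control male brain replicate 1 and 0.0341 with the length trend removed), −0.51 for *wrapper* (adjusted p = 0.0256, but above 0.05 without control female brain replicates 2 or 3 or *tud* mutant male brain replicates 1 or 2, up to 0.0716) and 0.12 for *Mdr65* (adjusted p = 0.514), and *shn* gave 0.48 (adjusted p = 0.045, but past the threshold in only 1 of the 12 fits that left out a library, the one without control male brain replicate 1, and in 5 of 11 other alternatives, with the change reduced to 0.028, adjusted p = 0.85, when the length trend was removed). *dpn* lay under the filter (0.23, adjusted p = 0.138). Of the genotype markers, *bw* was higher in mutant brains (0.57, adjusted p = 0.0165, but 0.137 with quantile normalization and 0.0556 without *tud* mutant male brain replicate 1), as was *Pu* (0.62, adjusted p = 0.0136), which lies beside *tud*, and *hid* was lower in mutant ovaries (−0.57, adjusted p = 0.0141, but 0.0804 without control ovary replicate 1, 0.0797 without control ovary replicate 2, 0.0557 without *tud* mutant ovary replicate 3 and 0.0903 with the replicate block). In ovaries *tobi* also rose, from a level under the filter, by a ratio of mean FPKM of 5.4 with all 3 mutants above every control (exact permutation p = 0.1, two-sided).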
